# Depletion of slow-cycling PDGFRα^+^ADAM12^+^ mesenchymal cells promotes antitumor immunity by restricting macrophage efferocytosis

**DOI:** 10.1038/s41590-023-01642-7

**Published:** 2023-10-05

**Authors:** Selene E. Di Carlo, Jerome Raffenne, Hugo Varet, Anais Ode, David Cabrerizo Granados, Merle Stein, Rachel Legendre, Jan Tuckermann, Corinne Bousquet, Lucie Peduto

**Keywords:** Tumour immunology, Cancer

## Abstract

The capacity to survive and thrive in conditions of limited resources and high inflammation is a major driver of tumor malignancy. Here we identified slow-cycling ADAM12^+^PDGFRα^+^ mesenchymal stromal cells (MSCs) induced at the tumor margins in mouse models of melanoma, pancreatic cancer and prostate cancer. Using inducible lineage tracing and transcriptomics, we demonstrated that metabolically altered ADAM12^+^ MSCs induced pathological angiogenesis and immunosuppression by promoting macrophage efferocytosis and polarization through overexpression of genes such as *Gas6*, *Lgals3* and *Csf1*. Genetic depletion of ADAM12^+^ cells restored a functional tumor vasculature, reduced hypoxia and acidosis and normalized CAFs, inducing infiltration of effector T cells and growth inhibition of melanomas and pancreatic neuroendocrine cancer, in a process dependent on TGF-β. In human cancer, ADAM12 stratifies patients with high levels of hypoxia and innate resistance mechanisms, as well as factors associated with a poor prognosis and drug resistance such as AXL. Altogether, our data show that depletion of tumor-induced slow-cycling PDGFRα^+^ MSCs through ADAM12 restores antitumor immunity.

## Abstract (web summary)

Peduto and colleagues report a role for ADAM12^+^ mesenchymal stromal cells at the tumor margins and their interaction with immune cells to promote a permissive ‘protumor’ environment.

## Main

Inflammation and hypoxia are hallmarks of invasive tumors and major drivers of tumor progression^1,2^. The tumor microenvironment (TME) is characterized by poorly functional angiogenic vasculature, inflammatory infiltrates and high levels of tissue remodeling. Impaired blood flow further restricts delivery of oxygen, antibodies and drug delivery. The resulting hypoxia promotes immunosuppression by upregulation of transforming growth factor beta (TGF-β), vascular endothelial growth factor (VEGF), tumor-associated macrophages (TAMs), nutrient deprivation, a switch in tumor metabolism and acidification of the microenvironment^3,4^. Such an immunosuppressive microenvironment promotes adaptive and invasive mechanisms including cancer cell dormancy, a state of low proliferation that is common in stem cells and stem-like cells^5^. This altered metabolic state allows survival in conditions of limited resources, protects from antimitotic drugs and promotes metastasis^6^.

Growth of solid tumors induces a stromal reaction due to local damage, particularly at the tumor margin, a transition zone that is rich in immune cells, blood vessels and mesenchymal cells. Expansion of mesenchymal cells, also called carcinoma-associated fibroblasts (CAFs), around and within a tumor mass is associated with resistance to therapy and poor clinical outcomes^7,8^. Tumor stromal cells express mesenchymal markers such as podoplanin (PDPN) and platelet-derived growth factor receptor alpha (PDGFR-α), and are highly heterogeneous, as has been shown by single cells RNA sequencing (RNA-seq) studies in several tumor types^9–11^. They express, albeit not specifically, a number of factors and pathways associated with recruitment of immune cells, angiogenesis, myofibroblast activation and extracellular matrix (ECM) remodeling, including fibroblast-activation protein (FAP), CXCL12, Lox, TGF-β and Hedgehog pathways, all of which play a role in tumor progression^12–14^. Broad targeting of CAFs or collagen production has led to mixed results, because stromal cells and the ECM are required for tissue homeostasis and to restrain tumor growth^15–21^. As part of the tumor mass, stromal cells also adapt their metabolism, yet the impact on the tumor microenvironment and antitumor immunity in vivo remains unclear.

A disintegrin and metalloprotease 12 (ADAM12) is a membrane-bound metalloprotease that is expressed during organ morphogenesis and is re-induced in mesenchymal cells during repair and fibrosis and in solid tumors, including pancreas, prostate, breast, colon, bladder and liver cancers and melanoma, both in human disease and mouse models^22–27^. ADAM12 overexpression has been associated with resistance to chemotherapy and poor prognosis^26,28–33^; however, the role of ADAM12^+^ MSCs in tumorigenesis has not been addressed. Here, we use reporter and deleter genetic models to demonstrate that ADAM12^+^ cells are a subset of slow-cycling PDGFRα^+^ mesenchymal perivascular cells, distinct from pericytes, that induce angiogenesis and immunosuppression by promoting TAMs efferocytosis and polarization. Genetic depletion of ADAM12^+^ cells normalizes the tumor vasculature and decreases hypoxia and acidity, restoring antitumor immunity and blocking tumor growth in mouse models of melanoma and neuroendocrine pancreatic cancer. We further provide direct genetic evidence that TGF-β receptor 2 (TGFBR2) signaling in ADAM12^+^ cells is required for their pro-tumorigenic function. We propose that ADAM12^+^ MSCs are part of an evolutionarily conserved mechanism initiated by the cytostatic TGF-β and modulated by inflammation to promote tissue repair, in cooperation with macrophages. In the context of tumorigenesis, such a response represents a major brake for antitumor immunity.

## Results

### Genetic depletion of ADAM12^+^ MSCs restores tumor immunity

To visualize ADAM12^+^ cells during tumorigenesis, we subcutaneously inoculated ADAM12-GFP mice)^27^ with B16-OVA melanoma cells (MO5). We observed that ADAM12^+^ MSCs (expressing GFP) localized specifically at the tumor margin, a transition zone enriched in stromal cells expressing various levels of PDPN and smooth muscle actin alpha 2 (αSMA^+^), collagenous ECM, T cells, CD206^+^ TAMs and blood vessels (Fig. 1a,b and Extended Data Fig. 1a,b). ADAM12^–^PDPN^+^PDGFRα^+^ cells were already abundant in non-tumoral skin (Extended Data Fig. 1c). ADAM12 was not detected in normal skin or in CD45^+^ tumor immune cells, CD31^+^ endothelial cells or PDPN^–^PDGFRα^–^ stromal cells, but its expression was induced in 2–8% of PDGFRα^+^PDPN^+^ cells adjacent to peritumoral blood vessels. The frequencies and absolute numbers of ADAM12^+^ cells decreased at later tumor stages (Fig. 1b,c and Extended Data Fig. 1d–f). ADAM12^+^ MSCs were PDGFRβ^+^, αSMA^–^ and NG2^lo^ or NG2^–^ (a pericyte marker), and were localized outside the ColIV^+^ vascular basement membrane (BM), in contrast to pericytes (Extended Data Fig. 1g–i). To deplete ADAM12^+^ MSCs, we inoculated ADAM12-DTR mice with MO5 melanoma cells; in these mice, the diphtheria toxin receptor (DTR) is expressed under the control of the *Adam12* promotor^27^. Depletion of ADAM12^+^ cells starting 10 d after tumor implantation, when tumors were palpable, resulted in 50% inhibition of tumor growth (Fig. 1d and Extended Data Fig. 1l; efficiency of depletion of ADAM12^+^ cells is shown in ref. ^27^ and Extended Data Fig. 1j,k). By contrast, depletion of ADAM12^+^ cells in the initial stages of tumorigenesis did not inhibit tumor growth (Fig. 1e and Extended Data Fig. 1m), arguing against an initial feeder role for stromal cells. Tumors lacking ADAM12^+^ cells from day 10 had increased infiltration of interferon-γ (IFN-γ)-producing CD8^+^ T cells and natural killer (NK) cells (Fig. 1f), whereas no difference was observed in infiltration of CD4^+^ T cells, regulatory T cells (T_reg_ cells), eosinophils, neutrophils, dendritic cells (DCs), myeloid-derived suppressor cells (MDSCs) or total macrophages (Extended Data Fig. 1n). We did not measure significant differences in CD8^+^ T cells or stromal cells in the draining lymph nodes (LNs), consistent with a local effect (Extended Data Fig. 1o,p). Treatment with CD8^+^ T cell-depleting antibodies restored tumor growth in the absence of ADAM12^+^ cells, confirming that ADAM12^+^ cells block antitumor activity of CD8^+^ T cells (Extended Data Fig. 1q).

**Fig. 1:**
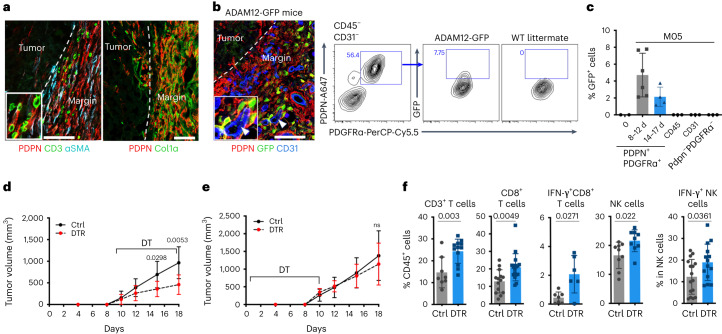
Genetic depletion of ADAM12^+^ MSCs restores tumor immunity. **a**, Immunofluorescence staining of PDPN, αSMA, CD3 and collagen in MO5 melanomas. The inset shows CD3^+^ T cells (green) on PDPN^+^ stromal cells (red). **b**, Immunofluorescence staining of PDPN, CD31 and ADAM12 (GFP) in MO5 melanomas in ADAM12-GFP mice. The inset shows GFP^+^ cells (green) close to CD31^+^ blood vessels (blue; marked with an arrowhead). Scale bars, 100 µm. One representative image from four (**a**) or six (**b**) independent experiments is shown. Right, FACS plot and percentage of CD45^−^CD31^–^cells and GFP^+^ cells in MO5 melanomas 8 d after tumor inoculation. **c**, Percentage of GFP^+^ cells, measured by FACS, in PDGFRα^+^ stroma isolated from normal skin (day 0, *n* = 2) or MO5 tumors (*n* = 6 for 8–12 d and *n* = 4 for 14–17 d), and in other populations (*n* = 3). **d**,**e**, Tumor growth curves (average tumor volume) from ADAM12-DTR (DTR) and littermate mice (Ctrl) treated with diphteria toxin (DT) from days 10 to 18 (DTR, *n* = 10; Ctrl, *n* = 12) (**d**), or from days 0 to 10 (DTR, *n* = 5; Ctrl, *n* = 7) (**e**) after tumor inoculation. The *x* axis represents days after tumor inoculation. **f**, Percentage of tumor-infiltrating CD3^+^ T cells (*n* = 8 for Ctrl, *n* = 12 for DTR), CD8^+^ T cells (*n* = 14 for Ctrl, *n* = 17 for DTR), IFN-γ^+^CD8^+^ T cells (*n* = 7 for Ctrl, *n* = 6 for DTR), NK cells (*n* = 9 for Ctrl, *n* = 9 for DTR) and IFN-γ^+^ NK cells (*n* = 16 for Ctrl, *n* = 14 for DTR) in mice treated with DT from day 10, measured by FACS in three independent experiments. Statistics were calculated using ordinary two-way analysis of variance (ANOVA) (**d**,**e**) or two-tailed, unpaired Student’s *t*-test (**f**). Quantitative data are presented as means ± s.d. n.s., not significant. Source data

### Depletion of ADAM12^+^ MSCs normalizes the stromal and vascular TME

Consistent with an active antitumor immune response, T cells infiltrated the center of tumors depleted of ADAM12^+^ cells, in proximity to PDPN^+^ CAFs that had migrated intratumorally and settled near blood vessels (Fig. 2a,b,d). The frequency of T cells in proximity to PDPN^+^ CAFs was similar in depleted and control conditions (Extended Data Fig. 2a), arguing against PDPN^+^ CAFs having an increased capability to recruit T cells^34^. The frequencies and absolute numbers of PDPN^+^ CAFs were similar in both conditions (Fig. 2c and Extended Data Fig. 2b), suggesting that CAFs became permissive to T cells. 

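RNA was sequenced from PDPN+PDGFRα+ cells of MO5 tumors, which grow from B16-OVA melanoma cells. There were 3 libraries from ADAM12-DTR mice (DTR), in which DT kills ADAM12+ cells, and 3 from littermates (Ctrl). By the sample labels, Ctrl mice were given DT as well, so both groups were exposed to the toxin. ADAM12-DTR mice receive 100 ng of DT per day in the authors' methods, and the legend of Fig. 2a gives day 10 as the start, which the legend of Fig. 2e does not repeat. The authors prepared stranded libraries of total RNA, aligned the reads to GRCm38 and counted them per gene with strand information. Their deposited raw counts, without normalization, are the values used here. Between 22339635 and 34271929 reads per library were counted on genes, with a median of 25094827 in Ctrl and 30748764 in DTR. At these depths 3 counts, the smallest number treated as detected, correspond to between 0.0875 and 0.134 CPM, where CPM are a gene's counts scaled to its library's total. The paper's text names no molecular identifiers, so this floor covers counting error only. Counts were scaled with edgeR's TMM factors and the groups were compared with edgeR's two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment. The test covered 15133 of the 53801 genes in the table, those with enough counts for edgeR's expression filter. Libraries of the same group correlated across genes with r between 0.961 and 0.974, and libraries of different groups with r between 0.953 and 0.974. Adam12 lies on chromosome 7 of GRCm38 from 133883199 to 134232146. It was counted at 191 ± 22.1 CPM (SD, n = 3) in Ctrl and 143 ± 27.6 (SD, n = 3) in DTR. Its log2 fold change was -0.42 (standard error 0.154, adjusted p = 0.602 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adam12 was lower in each of the 3 DTR libraries than in any Ctrl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn, its log2 fold change stayed between -0.52 and -0.27. For Adam12, DESeq2's Wald test with Benjamini-Hochberg adjustment gave an adjusted p of 0.530, and with an offset for genomic span, a combination chosen after seeing the data, 0.000896 at a log2 fold change of -0.64, the lowest over the alternatives, which reached up to 0.852. For the sorting markers, the same edgeR test with Benjamini-Hochberg adjustment gave Pdgfra a log2 fold change of 0.29 (standard error 0.422, adjusted p = 0.862) and Pdpn one of 0.37 (standard error 0.275, adjusted p = 0.730). The groups overlapped for both (two-sided exact permutation tests, p = 0.7 for Pdgfra and p = 0.5 for Pdpn), and without DTR replicate 3 the log2 fold change of Pdgfra was -0.0264. Among 21954 protein-coding genes ranked by mean CPM, the pigment-cell genes Dct, Tyrp1 and Pmel ranked 3, 5 and 7, and the fibroblast genes Col3a1 and Col1a1 ranked 4 and 11.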

To identify changes occurring in PDPN^+^ CAFs in tumors infiltrated by T cells, we performed RNA-seq gene expression analysis of PDPN^+^PDGFRα^+^ cells isolated from wild-type (WT) tumors (which were poorly infiltrated) or from tumors lacking ADAM12^+^ cells (which were highly infiltrated) (the gating strategy is provided in Extended Data Fig. 9). Differential gene expression analysis in PDPN^+^PDGFRα^+^ cells in these two conditions identified a few genes, including *Car9*, *Saa3*, *Lcn2*, *Mmp9* and *Mmp13*, that were significantly downregulated in the CAFs of tumors lacking ADAM12^+^ cells (DTR versus control) (Fig. 2e). These genes all have well-recognized protumor roles^35–39^, and their expression is commonly induced by hypoxia. 

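With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 15133 genes had an adjusted p under 0.05, and the lowest adjusted p was 0.602. An unadjusted p under 0.05 was reached by 1199 genes, of which 622 were lower and 577 higher in DTR. The libraries of the groups did not overlap for 1238 lower and 956 higher genes, which is 14.5% of the genes tested, against 10% by chance. DESeq2's Wald test with independent filtering, the test in the authors' methods, called 31 genes, of which 14 were lower in DTR. These were the same 31 genes as in the authors' deposited comparison. The count moved most, to 376 genes, with DESeq2's Wald test and an offset for the genomic span of each gene, a combination chosen after seeing the data. Car9 (ENSMUSG00000028463), which encodes CAIX, lies on chromosome 4 of GRCm38 from 43506966 to 43513729. It was counted at 56.0 ± 15.5 CPM (SD, n = 3) in Ctrl and 23.8 ± 3.02 (SD, n = 3) in DTR. Its log2 fold change was -1.23 (standard error 0.214) and ran from -1.44 to -1.10 with each library left out in turn. Saa3 (ENSMUSG00000040026), on chromosome 7 from 46711998 to 46715700, had 25.8 ± 16.9 CPM in Ctrl and 6.27 ± 1.40 in DTR. The log2 fold change of Saa3 was -2.04 (standard error 0.449), and it was -1.39 in the leave-one-out fit that brought it nearest to 0. Lcn2 (ENSMUSG00000026822), on chromosome 2 from 32384633 to 32388252, had 3.31 ± 0.361 CPM in Ctrl and 0.396 ± 0.347 in DTR. Between 79 and 90 reads per Ctrl library and between 5 and 18 per DTR library lay on Lcn2, which gave a log2 fold change of -3.11 (standard error 0.604) and a leave-one-out range from -4.04 to -2.73. Mmp9 (ENSMUSG00000017737), also on chromosome 2, from 164940780 to 164955850, had 5.70 ± 3.19 CPM in Ctrl and 1.45 ± 0.205 in DTR. Its log2 fold change was -1.96 (standard error 0.433), with a leave-one-out range from -2.25 to -1.42. Mmp13 (ENSMUSG00000050578), on chromosome 9 from 7272514 to 7283331, had 5.46 ± 6.19 CPM in Ctrl and 0.655 ± 0.429 in DTR. Its Ctrl libraries held 72, 22 and 356 reads and its DTR libraries 16, 11 and 26, so the groups overlapped (two-sided exact permutation test, p = 0.2). The log2 fold change of Mmp13 was -3.09 (standard error 0.941) and ran from -3.72 to -1.57 with each library left out. Car9, Saa3, Lcn2 and Mmp9 were lower in all 3 DTR libraries than in any Ctrl library (two-sided exact permutation test, p = 0.1, the smallest possible). The adjusted p of each of the 5 genes was 0.602 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test with Benjamini-Hochberg adjustment gave an adjusted p of 0.000245 for Car9, 0.000324 for Saa3, 0.000665 for Lcn2, 0.0116 for Mmp9 and 0.0262 for Mmp13. Over all alternatives apart from DESeq2 with a library left out, the adjusted p ran from 7.68e-08 for Car9, 1.33e-11 for Saa3, 5.11e-05 for Lcn2, 0.00553 for Mmp9 and 0.00278 for Mmp13 up to 0.852 for each. With each library left out in turn, DESeq2 called Car9 in 6 of 6 fits and Saa3 in 4 of 6, and, of the 5 fits that gave them an adjusted p, it called Lcn2 in 5 and Mmp9 and Mmp13 in 2 each. In the same libraries 12 melanoma marker genes had a median log2 fold change of -0.12, and the 4 neutrophil marker genes tested, of 14 listed, had a median of -0.57. The paper states that these genes have protumor roles and are commonly induced by hypoxia, and it adds that CAIX favors survival in hypoxia and acidification of the tumor. It then turns to hypoxia and extracellular pH in tumors lacking ADAM12+ cells (Fig. 2f,g). Separately from the sequencing, the paper also reports significantly lower Car9 by qRT-PCR in whole tumors (Fig. 2h), which was not analysed here.

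**Figure D1:**
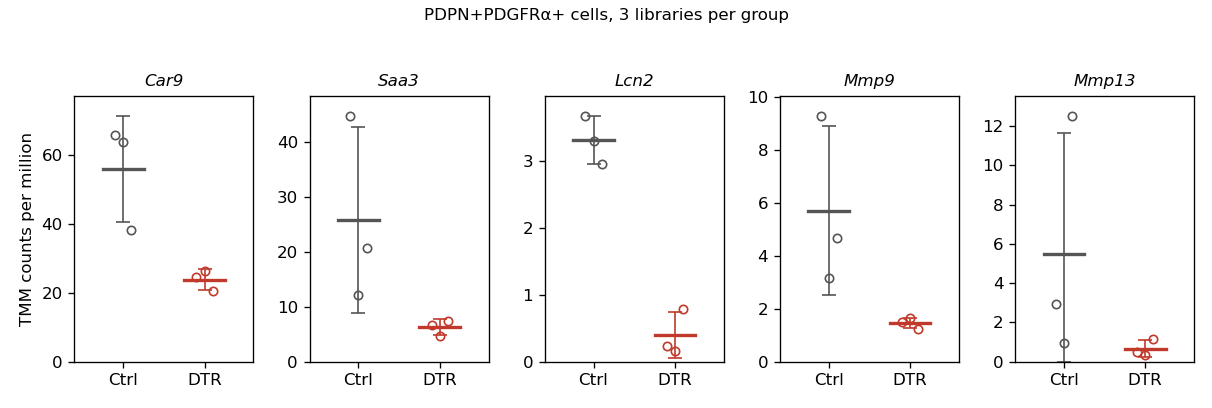
TMM-normalized CPM of Car9, Saa3, Lcn2, Mmp9 and Mmp13 in Ctrl and DTR libraries of PDPN+PDGFRα+ cells. Each circle is 1 library, horizontal lines are means and bars are SDs (n = 3), and for Mmp13 the mean of 5.46 in Ctrl has an SD of 6.19.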

Hypoxia-induced *Car9* (carbonic anhydrase 9, CAIX) prevents cytosolic acidification by catalyzing the hydration of carbon dioxide into bicarbonate ions and protons. CAIX expression enhances cell survival in hypoxic conditions and increases acidification of the tumor microenvironment, a major immunosuppressive factor^40,41^. Consistent with a role for ADAM12^+^ cells in tumor hypoxia and acidosis, tumors lacking these cells showed decreased hypoxia (Fig. 2f) and increased extracellular pH (Fig. 2g). As oxygen levels were restored in the absence of ADAM12^+^ cells, *Car9* expression was significantly decreased in the total tumor (Fig. 2h). To investigate whether normalization of the pH of the tumor microenvironment alone was sufficient to restore tumor immunity, we treated WT mice bearing MO5 melanomas with the CAIX inhibitor U-104. We observed that, although inhibition of CAIX normalized the extracellular tumor pH to levels similar to those achieved by depletion of ADAM12^+^ cells (Fig. 2g), antitumor immunity was not restored (Extended Data Fig. 2c). Furthermore, we observed that, in contrast to tumors lacking ADAM12^+^ cells, U-104-treated tumors were still hypoxic (Extended Data Fig. 2d). Tumor hypoxia results mainly from poorly functional, collapsed tumor vasculature that lacks pericyte coverage, which is required for proper vessel maturation and function^42^. Consistent with normalization of the vasculature, blood vessels of tumors lacking ADAM12^+^ cells had restored levels of NG2^+^ pericyte coverage and increased width (Fig. 2i and Extended Data Fig. 2e), as well as increased expression of ICAM1 (Fig. 2j), which is essential for leukocyte adhesion and *trans*-endothelial migration, and improved tumor perfusion (Fig. 2k). Of note, genes upregulated in PDPN^+^PDGFRα^+^ cells in tumors lacking ADAM12^+^ cells included regulators of PDGF and BMP signaling (Fig. 2e), also involved in vascular maturation and normalization^43,44^. 

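Among the higher genes labelled in Fig. 2e, Pdgfd (ENSMUSG00000032006) encodes a ligand of PDGF receptors and Bmp3 (ENSMUSG00000029335) and Bmp8a (ENSMUSG00000032726) encode BMP ligands. Pdgfd, on chromosome 9 from 6168584 to 6378850, had 7.43 ± 0.709 CPM (SD, n = 3) in Ctrl and 22.2 ± 12.6 (SD, n = 3) in DTR. Its log2 fold change was 1.58 (standard error 0.362) and ran from 1.02 to 1.85 with each library left out in turn. Bmp3 lies on chromosome 5 from 98854415 to 98884396 and had 1.12 ± 0.271 CPM in Ctrl and 8.09 ± 8.53 in DTR. Its Ctrl libraries held 20, 29 and 38 reads and its DTR libraries 132, 78 and 406, with a log2 fold change of 2.83 (standard error 0.744). Without DTR replicate 3, which held the 406 reads, the log2 fold change of Bmp3 was 1.5. Bmp8a, on chromosome 4 from 123312645 to 123343252, had 0.808 ± 0.339 CPM in Ctrl and 3.65 ± 2.25 in DTR, a log2 fold change of 2.17 (standard error 0.546) with a leave-one-out range from 1.55 to 2.55. Of the 50-base words in the annotated transcripts of Bmp8a, 8.74% also occur in Bmp8b, whose libraries were at 0.169 CPM in Ctrl and 0.0388 in DTR on average. The other PDGF ligand genes, chosen after their values were seen, had log2 fold changes of -0.49 for Pdgfa and -2.71 for Pdgfb, both lower in every DTR library than in any Ctrl library, and 0.93 for Pdgfc, which was higher in every DTR library (adjusted p of 0.602, 0.602 and 0.629 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Depth limits Pdgfb, whose Ctrl libraries held 13, 23 and 15 reads and whose DTR libraries held 5, 3 and 1. Pdgfd, Bmp3 and Bmp8a were each higher in all 3 DTR libraries than in any Ctrl library (two-sided exact permutation test, p = 0.1, the smallest possible), and had an adjusted p of 0.602 each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test with Benjamini-Hochberg adjustment gave an adjusted p of 0.00291 for Pdgfd, 0.00299 for Bmp3 and 0.0492 for Bmp8a. Over the alternatives without a library left out of DESeq2, the adjusted p ran from 0.00124 for Pdgfd, 0.00261 for Bmp3 and 0.043 for Bmp8a up to 0.852 for each. DESeq2 fits with 1 library left out called Pdgfd in 4 of 6 and, of the 5 that gave them an adjusted p, Bmp8a in 2 and Bmp3 in 1. Fgf18 had a log2 fold change of 1.41 (standard error 0.308, adjusted p = 0.602 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 3.41 ± 1.31 CPM in Ctrl to 9.08 ± 1.40 in DTR. Of the 15 higher genes labelled in Fig. 2e, 14 could be tested in edgeR and 14 were higher in every DTR library than in any Ctrl library, although these genes had been selected for being higher in the same libraries, so the 10% that chance gives for unselected genes is no comparison. Log2 fold changes of the tested genes ran from 0.64 for Chka to 2.83 for Bmp3, apart from Ppm1n, whose Ctrl libraries were at or under 3 counts. The median genomic span of the 15 genes was 170718 bases, against 22641 for all tested genes, and genes spanning more than 300 kb had a median log2 fold change of 0.19. When an offset for genomic span was added to DESeq2, a combination chosen after seeing the data, independent filtering left out Pdgfd, Bmp3 and Bmp8a, whose log2 fold changes were then 1.39, 2.79 and 2.12.

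**Figure D2:**
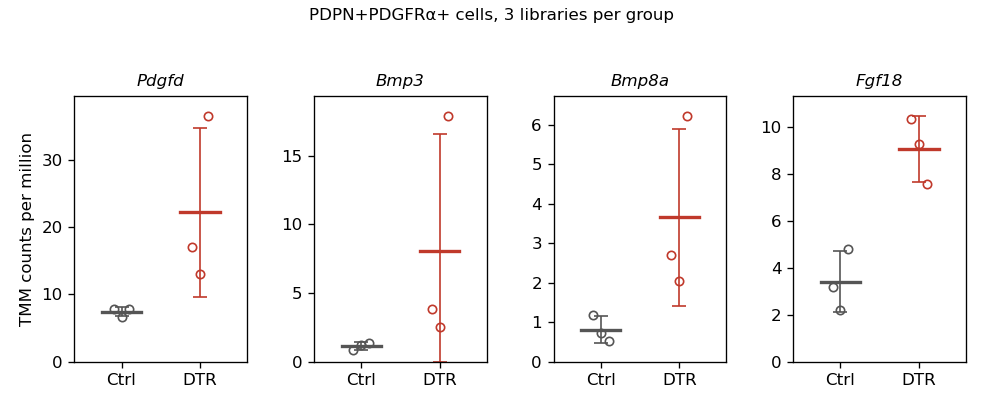
TMM-normalized CPM of Pdgfd, Bmp3, Bmp8a and Fgf18 in Ctrl and DTR libraries of PDPN+PDGFRα+ cells. Each circle is 1 library, horizontal lines are means and bars are SDs (n = 3), and the Bmp3 mean of 8.09 in DTR has an SD of 8.53.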

Previous single-cell RNA-seq (scRNA-seq) studies of murine melanomas identified three clusters of CAFs, referred to as immune/inflammatory DPP4^+^CD34^hi^ stroma (S1), desmoplastic stroma (S2) and contractile stroma/pericytes (S3)^9^. In tumors depleted of ADAM12^+^ cells, we observed a significant decrease in the frequency of S1 cells, whereas S2 and S3 increased (Extended Data Fig. 3d; the fluorescence-activated cell sorting (FACS) gating strategy and expression of marker genes in S1, S2 and S3 subsets are shown in Extended Data Fig. 3a–c). As CAFs in the S3 subset, and those in S2 to a lesser degree, expressed higher levels of the pericyte markers *Rgs5* and *Cspg4* (coding for NG2) than did those in S1 (Extended Data Fig. 3b,c), these data are in line with the increased pericyte coverage observed in tumors depleted of ADAM12^+^ cells (Fig. 2i). We further investigated the mechanism. The decrease in S1 CAFs was likely not due to direct ablation of ADAM12^+^ cells, as most ADAM12^+^ cells had low or no expression of DPP4 and medium or low expression of CD34, consistent with previous scRNA-seq data^9^ (Extended Data Fig. 3e,f), and represented a small percentage of total stromal cells (Fig. 1c). Because ablation of ADAM12^+^ cells decreased tumor hypoxia (Fig. 2f), we asked whether hypoxia affected CAF differentiation toward S1. Accordingly, we observed that hypoxia induced upregulation of *Cd34*, *Dpp4*, *C3*, *Il6ra* and *Il6st* (marker genes of the S1 stromal population; Extended Data Fig. 3b) in stromal cells in vitro, whereas expression levels of genes coding for broad fibroblast markers, such as *Pdgfra* and *Pdpn*, were unaffected (Extended Data Fig. 3g). These data are in line with previous reports showing that inflammatory CAFs are enriched in tumor hypoxic regions^45,46^ and further suggest that depletion of ADAM12^+^ MSCs normalizes CAFs by decreasing tumor hypoxia.

**Fig. 2:**
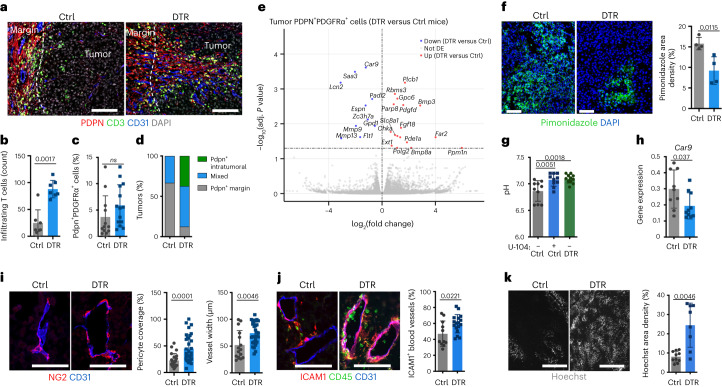
Depletion of ADAM12^+^ MSCs normalizes the stromal/vascular TME. **a**, Immunofluorescence staining of PDPN, CD3 and CD31 in MO5 tumors of ADAM12-DTR mice (DTR) and littermates (Ctrl) treated with DT from day 10. One representative image of several independent experiments (*n* = 4) is shown. Scale bars, 100 μm. **b**, Tumor-infiltrating CD3^+^ T cells in mice treated as in **a**; *n* = 7 in 2 independent experiments. **c**, Percentage of PDPN^+^PDGFRα^+^ cells (gated CD45^–^CD31^–^), measured by FACS, in MO5 tumors of mice treated as in **a**; *n* = 12 (Ctrl)–14 (DTR) in 3 independent experiments. **d**, Percentage of MO5 tumors containing Pdpn^+^ stromal cells, as indicated in mice treated as in **a**. *n* = 6–8 in 4 independent experiments. **e**, Volcano plot showing differentially expressed (DE) genes in PDPN^+^PDGFRα^+^ cells isolated from DTR versus Ctrl tumors. **f**, Tumor hypoxia was assessed by immunofluorescence staining of pimonidazole in tumors treated as in **a** (*n* = 4). Scale bars, 100 μm. **g**, Extracellular pH in tumors growing in mice treated as in **a**, or in Ctrl mice treated with U-104. *n* = 10(Ctrl)–11(DTR) in 3 independent experiments. **h**, Expression of *Car9*, as measured by qRT–PCR, in tumors from mice treated as in **a**; *n* = 9 (Ctrl)–10 (DTR) in 2 independent experiments. **i**, Immunofluorescence staining of NG2^+^ pericytes and CD31^+^ blood vessels in tumor sections from mice treated as in **a**. Left, *n* = 22 (Ctrl)–32 (DTR) and right, n = 15 (Ctrl)–28 (DTR) blood vessels. **j**, Immunofluorescence staining of ICAM1, CD45 and CD31 in tumor sections from mice treated as in **a**; *n* = 11 (Ctrl)–17 (DTR) fields. **k**, Tissue perfusion, as detected by Hoechst 33342 staining, in tumor sections from mice treated as in **a**; *n* = 10 (Ctrl)–8 (DTR). Scale bar, 200 μm. In **i**–**k**, data are representative of several independent experiments (3–5). In **i**–**j**, scale bars, 50 μm. Statistics were calculated using two-tailed, unpaired Student’s *t*-test (**f**,**h**,**i**(right),**j**,**k**), ordinary one-way ANOVA (**g**), two-tailed Mann–Whitney test (**b**,**c**,**i**(left)) or two-sided Wald test (DESeq2) (**e**). All quantitative data are presented as means ± s.d. Source data

### Slow-cycling ADAM12^+^ MSCs regulate the TME in a TGF-β-dependent way

These data show that a small subset of ADAM12^+^ MSCs developing early at the tumor margins strongly affect the vascular and stromal tumor microenvironment. To investigate the underlying mechanism, we performed a transcriptome analysis of ADAM12^+^ cells isolated from MO5 melanomas at day 8. Differential gene expression analysis identified >700 genes that were significantly upregulated in ADAM12^+^PDPN^+^PDGFRα^+^ cells compared with ADAM12^–^PDPN^+^PDGFRα^+^ cells (Fig. 3a). Gene set enrichment analysis indicated that among the top enriched pathways for ADAM12^+^ cells were terms related to ECM remodeling, cell proliferation and differentiation, and inflammation, including major signaling pathways downstream of growth factors receptors (RTK) and cytokine receptors, such as phosphoinositide 3-kinase (PI3K)–Akt, MAPK, nuclear factor-κB (NF-κB), tumor necrosis factor (TNF) and JAK–STAT signaling pathways (Fig. 3b). Several pathways related to cell metabolism, protein synthesis and DNA replication were downregulated in ADAM12^+^ cells compared with ADAM12^–^ cells (Fig. 3c). In line tumors with ADAM12^+^ cells having a lower metabolism, ADAM12^+^ cells downregulated expression of genes involved in cell proliferation, glycolysis and oxidative phosphorylation, such as *Mcm2*, *Cdk2*, *Cdk15*, *Ldhb*, *Ldha* and *Atp5a1*, and upregulated expression of *Gadd45b, Gadd45g* and *Gpx3*, which are induced upon cell cycle arrest in response to oxidative or stress damage (Fig. 3d). Further suggesting that there is crosstalk within the TME, ADAM12^+^ cells expressed higher levels of *Pdgfra*, *Il1r1* (which encodes an activator of NF-κB), *Osmr* and *Il6st* (*gp130*), which encodes a signal transducer in a receptor complex involving several cytokines, including oncostatin (OSM) and interleukin-6 (IL-6) (Fig. 3d). They also upregulated *Il6*, genes encoding chemokines including *Cxcl1*, and genes with key roles in monocyte recruitment and macrophage polarization, such as *Ccl2*, *Ccl7*, *Csf1* and *Has2* (Fig. 3d), as well as growth arrest specific 6 (*Gas6*), *Lgals3* and *Pros1*, which promote macrophage efferocytosis through the TAM (TYRO3, AXL and MERTK) tyrosine kinase receptors^47^. In addition, ADAM12^+^ cells upregulated *Icam1*, which encodes an adhesion molecule, and protumor components of the ECM such as *Ctgf*, *Lox, Hspg2*, *Mmp3* and *Tgfbr3* (Fig. 3d)^48–50^, suggesting that these cells have a role in TME remodeling. Compared with ADAM12^–^PDGFRα^+^ cells, ADAM12^+^PDGFRα^+^ cells upregulated genes overexpressed by mesenchymal progenitors, such as *Ngfr, Ly6a* (*sca-1*), *Vcam1* (*CD106*) and PDGFRβ, but not *Acta2* (coding for αSMA) or *Lrrc15* (Fig. 3d and Extended Data Figs. 1g and 4a). These data suggest that ADAM12^+^ cells are perivascular mesenchymal progenitors that are distinct from αSMA^+^ myofibroblasts and Lrrc15^+^ CAFs^51^.

**Fig. 3:**
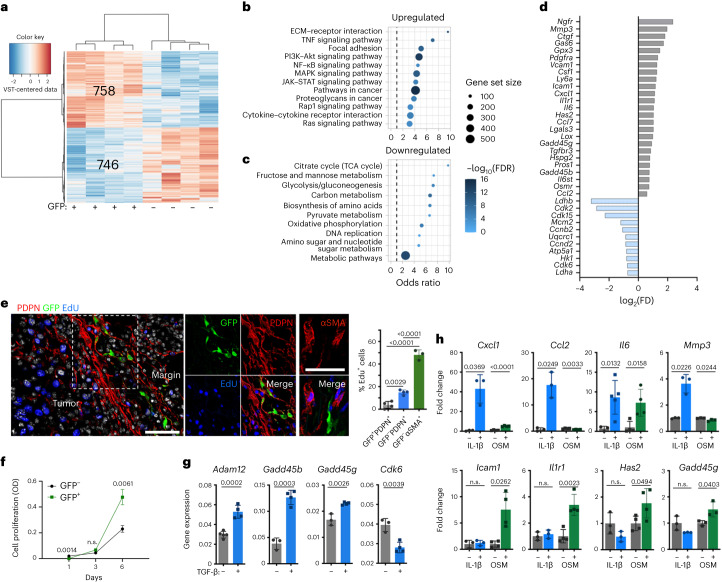
Slow-cycling ADAM12^+^ MSCs promote protumor inflammation and tissue remodeling. **a**, Heat map of RNA-seq differential gene expression analysis of ADAM12^+^ PDPN^+^PDGFRα^+^ (GFP^+^) versus ADAM12^–^PDPN^+^PDGFRα^+^ (GFP^–^) CD45^–^CD31^–^ cells isolated by FACS from MO5 tumors growing in ADAM12-GFP mice (*n* = 4). **b**,**c**, Pathway enrichment analysis of genes significantly upregulated (**b**) or downregulated (**c**) in GFP^+^ cells, using KEGG annotation. **d**, Differential gene expression analysis (GFP^+^ cells versus GFP^–^ cells). The bar plots represent log_2_(fold change). **e**, Left, immunofluorescence staining of the indicated markers in MO5 tumors growing in ADAM12-GFP mice. One representative image of three to four independent experiments is shown. Right, quantification of staining in the left panel. Scale bars, 50µm. **f**, Growth curve of GFP^+^ and GFP^–^ cells isolated from MO5 tumors, *n* = 4 (GFP^+^)–7 (GFP^–^). OD, optical density. **g**, Expression of the indicated transcripts, measured by qRT–PCR, in ADAM12^–^ PDGFRα^+^ cells isolated from MO5 tumors and treated with TGF-β; *n* = 3 (–TGF-β)–4 (+TGF-β), except for *Adam12*, *n* = 5 (–TGF-β)–4 (+TGF-β). **h**, Expression of the indicated transcripts, measured by qRT–PCR, in ADAM12^+^PDGFRα^+^ cells treated with IL-1β or OSM (fold change treated versus non treated). +IL-1β, *n* = 3, except for *Il6*, *n* = 5; OSM, *n* = 4, except for *Mmp3* and *Gadd45g*, *n* = 3. Statistics were calculated using one-way ANOVA (**e**), two-way ANOVA (**f**) or two-tailed, unpaired Student’s *t*-test (**g**,**h**). All quantitative data are presented as means ± s.d. Source data

The majority of ADAM12^+^ MSCs did not express Ki-67 or incorporate Edu, in contrast to CAF populations (Fig. 3e and Extended Data Fig. 4b), consistent with the cells being in a slow-cycling state. The absence of senescence markers, such as *Cdkn2a* (p16-INK4A) and *Cdkn1a* (P21), argued against a senescent state, characterized by an irreversible arrest of cell proliferation and growth. Accordingly, and differently from senescent cells, which are unresponsive to mitogenic stimuli, ADAM12^+^ MSCs rapidly resumed cell proliferation when given nutrients in vitro (Fig. 3f). TGF-β has a major role in cell cycle regulation^52^. In addition to inducing *Adam12* expression (consistent with previous reports^24,26,27^), TGF-β rapidly induced expression of *Gadd45b* and *Gadd45g*, which encode cycle-arrest proteins, in ADAM12–PDGFRα+PDPN+ cells isolated from MO5 tumors, and downregulated cyclins involved in cell proliferation, such the one encoded by *Cdk6* (Fig. 3g). ADAM12^+^ cells overexpressed a number of genes encoding receptors for inflammatory cytokines and growth factors (Fig. 3d), including *Il1r1*, *Osmr* and *Il6st*, suggesting that there was additional crosstalk within the TME. Within the TME, TAMs expressed the highest levels of *Il1b*, *Osm* and *Pdgfc* (Extended Data Fig. 4c). Although IL-1β and OSM did not induce *Adam12* expression (Extended Data Fig. 4d), IL-1β induced *Cxcl1*, *Ccl2*, *Il6* and *Mmp3* expression in ADAM12^+^ MSCs isolated from MO5 tumors, and OSM rapidly induced expression of *Il6*, *Icam1*, *Has2*, *Il1r1* and *Gadd45g* (Fig. 3h). Additional factors overexpressed by ADAM12^+^ cells, such as *Gas6*, were strongly induced by starvation in stromal cells (Extended Data Fig. 4e), overall suggesting that the inflammatory and nutrient-deprived TME further modulated the phenotype of TGF-β-induced ADAM12^+^ cells.

*Tgfb1* was upregulated by several cell types within the TME in early tumor stages, and TAMs were major producers of *Tgfb1* in advanced tumors (Extended Data Fig. 4f,g). As ADAM12^+^ cells expressed high levels of *Tgfbr2* (Extended Data Fig. 4h,i), and ADAM12 enhanced TGF-β signaling in vitro^27^, we investigated the role of TGFBR2 in ADAM12^+^ cells in MO5 tumors in vivo. To that aim, we generated a tetracycline-regulated ablation model of *Tgfbr2* in ADAM12^+^ cells by crossing ADAM12-tTA mice^27^ with tet-controlled Cre (LC-1 mice) and Tgfbr2^loxP/loxP^ mice (ADAM12-tTA-Cre^Tgfbr2^ mice, Extended Data Fig. 4j). As TGF-β expression is induced at early tumor stages (Extended Data Fig. 4f), we started ablating *Tgfbr2* in ADAM12^+^ cells by removing doxycycline at the initiation of tumorigenesis (Extended Data Fig. 4k). We observed significant inhibition of tumor growth, as well as increased infiltration of T cells, in ADAM12-tTA-Cre^Tgfbr2^ mice compared with WT littermate mice (Extended Data Fig. 4l,m), showing that TGFBR2 is required for the pro-tumorigenic role of ADAM12^+^ cells. Macrophages isolated from MO5 tumors growing in ADAM12-tTA-Cre^Tgfbr2^ mice expressed lower levels of *Vegfa*, a major inducer of leaky vessels, and tumor vessels had improved pericyte coverage (Extended Data Fig. 4n,o), consistent with blood vessel normalization. Accordingly, stromal cells isolated from MO5 tumors growing in ADAM12-tTA-Cre^Tgfbr2^ mice expressed higher levels of *Angpt1* and *Pdgfrb*, which stabilize the vasculature through pericyte–endothelial cell interaction^53^, and lower levels of *Car9*, induced in hypoxia^39^, compared with stromal cells isolated from WT tumors (Extended Data Fig. 4p). These data show that TGFBR2 signaling in ADAM12^+^ cells is required for their pro-tumorigenic function and TME alterations.

### ADAM12^+^ MSCs promote macrophage efferocytosis and polarization

Further suggesting a crosstalk between ADAM12^+^ MSCs and macrophages, ADAM12^+^ cells accumulated around MO5 tumors close to CD206^+^ TAMs, starting in early tumor stages (Fig. 4a). In larger tumors, ADAM12^+^ cells remained localized at the tumor margin, and a majority (>80%) were in close proximity to macrophages with phosphorylated AXL (AXL-P^+^, Fig. 4b), a receptor that is essential for efferocytosis, and were distant from T cells (Extended Data Fig. 5a). By contrast, only 20–40% of CAFs were adjacent to AXL-P^+^ macrophages (Extended Data Fig. 5b). Engulfment of apoptotic cells by macrophages through efferocytosis induces anti-inflammatory cytokines such as TGF-β, IL-10 and prostaglandin E2 (PGE2), which promote tumorigenesis^54,55^. Efferocytosis is enhanced by molecules such as Gas6, which bridges phospatidylserine on apoptotic cells with TAM receptors^54^. Of note, Gas6 has a higher affinity for AXL receptors than for Mertk or Tyro3 receptors, which were expressed at lower levels on tumor macrophages (Fig. 4c). In line with our sequencing data, PDPN^+^PDGFRα^+^ cells had a higher *Gas6* expression level than did other cell types in the tumors (Extended Data Fig. 5c); ADAM12^+^PDPN^+^PDGFRα^+^ cells had particularly high *Gas6* expression levels, both at the RNA and protein level (Fig. 4d,e). Although CAFs did not show efferocytic activity (Extended Data Fig. 5d), the conditioned medium (CM) from ADAM12^+^ MSCs (GFP^+^ cells) isolated from MO5 tumors increased efferocytosis of bone-marrow-derived macrophages (BMDMs), an effect that was inhibited when BMDMs lacked AXL in myeloid cells (isolated from LysM-CreAXL^fl/fl^ mice) (Fig. 4f, AXL^fl/fl^ littermates were used as WT controls). Efferocytic BMDMs treated with CM from GFP^+^ cells expressed higher levels of *Tgfb1*, *Vegfa* and *Il10* than did BMDMs treated with CM from GFP^–^ cells (Extended Data Fig. 5e), consistent with efferocytosis-induced immunosuppression^54,56^. A similar process occurred in vivo: depletion of ADAM12^+^ cells induced a significant decrease of AXL-P^+^ macrophages (Fig. 4g), whereas the frequencies of apoptotic cells, mostly non-perivascular and non-stromal cells, were increased (Fig. 4h and Extended Data Fig. 5f). Accordingly, the engulfing ability of macrophages isolated from tumors lacking ADAM12^+^ cells was decreased compared with that of macrophages isolated from WT tumors (Extended Data Fig. 5g). These data are consistent with decreased expression of *Gas6* in tumors depleted of ADAM12^+^ cells compared with WT tumors (Extended Data Fig. 5h), showing that ADAM12^+^ cells are a significant source of Gas6 within the TME. In line with a role for ADAM12^+^ cells in this process in vivo, the ratio of major histocompatibility complex II (MHCII)^hi^CD206^lo^ inflammatory macrophages to MHCII^lo^CD206^hi^ TAMs significantly increased in tumors lacking ADAM12^+^ MSCs (Fig. 4i). Macrophages isolated from tumors lacking ADAM12^+^ cells expressed lower levels of *Tgfb1*, *Il10*, *Ptgs2* (coding for PGE2) and *Vegfa* (Fig. 4j) and upregulated *Light* (*Tnfsf14*), which promotes antitumor immunity by activating NK cells, T cells, stromal cells and restoring blood vessels integrity^57,58^. Accordingly, treatment with anti-AXL activating antibodies^59^ restored tumor progression in MO5 tumors lacking ADAM12^+^ cells, and increased the AXL-P^+^ macrophage level to that in WT mice (Fig. 4k,l), whereas it had no effect on WT tumors. Overall, these data show that ADAM12^+^ MSCs are induced at early tumor stages and polarize tumor macrophages toward an immunosuppressive and proangiogenic phenotype by promoting efferocytosis.

**Fig. 4:**
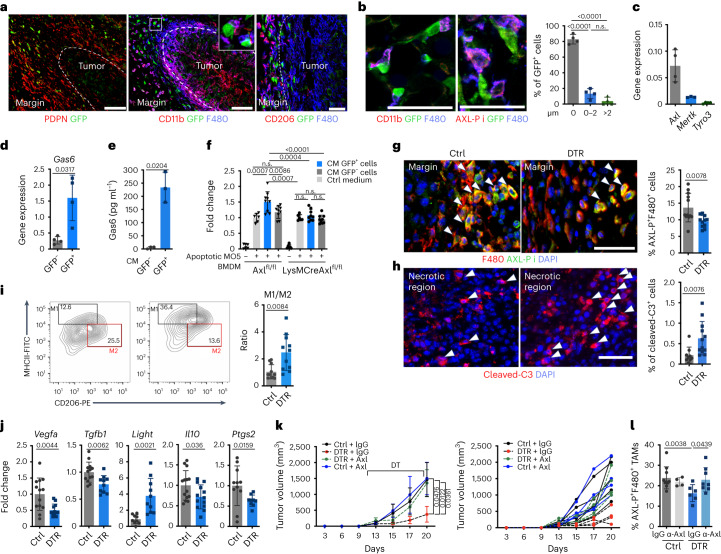
ADAM12^+^ MSCs induce immunosuppressive macrophages by promoting efferocytosis. **a**,**b**, Immunofluorescence staining of the indicated markers in MO5 tumors at 8 d (**a**) and 12 d (**b**) growing in ADAM12-GFP mice. Scale bar in **a**, 100 µm (left, middle) and 50 µm (right); in **b**, 50 µm. In **b**, distance of GFP^+^ cells to AXL-P^+^ macrophages (right). Results are representative of four independent experiments. **c**, Gene expression of *Axl*, *Mertk* and *Tyro3*, measured by qRT–PCR, in macrophages isolated from MO5 tumors (*n* = 4). **d**, Gene expression of *Gas6*, measured by qRT–PCR, in ADAM12^+^ and ADAM12^–^ cells isolated from MO5 tumors; *n* = 4 from independent experiments. **e**, Secretion of Gas6, measured by ELISA (*n* = 3). Results are representative of three independent experiments. **f**, Efferocytosis test in BMDMs isolated from the indicated mice in presence of CM obtained from GFP^+^ or GFP^–^ cells. *n* = 9 (+CM GFP^+^/GFP^–^) and *n* = 6 (Ctrl medium). Results are representative of three independent experiments. **g**,**h**, Left, immunofluorescence staining of the indicated markers in tumors growing in DTR or Ctrl mice injected with DT. Right, quantification of expression, which was performed on *n* = 12(Ctrl)–11(DTR) in **g** and *n* = 9(Ctrl)–12(DTR) in **h**. Results are representative of three independent experiments.White arrowheads indicate F480^+^AXL-P^+^ macrophages (**g**) and cleaved-C3^+^ apoptotic cells (**h**). Scale bars, 50 μm. **i**, FACS plot and percentages of macrophages expressing MHCII and CD206 in tumors growing in DTR or Ctrl mice treated with DT (left). Ratio of MCHII^hi^CD206^lo^ (M1) over MCHII^lo^CD206^hi^ (M2) macrophages (right). *n* = 12(Ctrl)–11(DTR) from 2 independent experiments. **j**, Expression of the indicated transcripts, measured by qRT–PCR, in macrophages isolated by FACS from tumors growing in mice treated as in **i**; *Vegfa*, *n* = 13(Ctrl)–12(DTR); *Tgfb1*, *n* = 13(Ctrl)–10(DTR); *Light*, *n* = 9(Ctrl)–10(DTR); *Il10*, *n* = 14(Ctrl)–13(DTR); *Ptgs2, n* = 11(Ctrl)–9(DTR). Results are representative of three independent experiments. **k**, Tumor growth curves of DTR and Ctrl mice treated with DT and activating anti-AXL antibodies or isotype control (IgG). Left, average tumor volume; right, growth curves for individual animals; *n* = 4, except for Ctrl + IgG (*n* = 6). The *x* axis represents days after tumor inoculation. **l**, Percentage of AXL-P^+^ macrophages in tumor sections from mice treated as in **k**. Quantifications were performed on *n* = 10 (Ctrl + IgG), *n* = 4 (Ctrl + α-AXL), *n* = 6 (DTR + IgG), *n* = 8 (DTR + α-AXL) fields. Statistics were calculated using one-way ANOVA (**b**), two-tailed, unpaired Student’s *t*-test (**d**,**e**,**g**,**i**,**j**), Mann–Whitney *U* test (**h**,**j** *Ptgs2*) or two-way ANOVA (**f**,**k**,**l**). All quantitative data are presented as means ± s.d. Source data

### Tumor-induced ADAM12^+^ lineage is maintained in advanced stages

To determine whether ADAM12^+^ MSCs develop in spontaneously occurring tumors, we crossed ADAM12-GFP mice with Rip-Tag2 mice, a mouse model of neuroendocrine pancreatic tumor, or with TRAMP mice, a mouse model of prostate adenocarcinoma. In these models, expression of the SV40 large T antigen drives multi-step tumor progression with tumor stages similar to those in human cancer. In both tumors, we observed PDPN^+^ stromal cells and macrophages accumulating in peritumoral areas (Extended Data Fig. 6a,b). We observed around 1–6% of stromal cells expressing ADAM12 and localized close to blood vessels at the margins of Rip-Tag2 and TRAMP tumors, but not in normal pancreas or prostate (Fig. 5a,b). Similar to what happened in the melanoma, ADAM12^+^ cells, in comparison to ADAM12^–^ cells, upregulated genes involved in cell cycle arrest, growth factors and cytokine receptors, as well as genes regulating macrophages and the ECM, including *Gas6*, *Csf1*, *Has2*, *Mmp3* and the mesenchymal progenitor markers *Ly6a* and *Vcam1*, and downregulated *Mki67*, *Cdk1, Cdkn2a* and *Acta2* (Extended Data Table 1 and Extended Data Fig. 7a). ADAM12^+^ cells expressed low to medium levels of PDGFRβ and were localized outside the ColIV^+^ vascular BM (Fig. 5a, left, Extended Data Fig. 7a, right). To determine the fate of ADAM12^+^ MSCs in vivo during tumor progression, we generated a tetracycline-regulated lineage-tracing system of ADAM12^+^ cells by crossing ADAM12-tTA mice^27^ with LC-1 mice and Rosa26^STOPfloxYFP^ reporter mice (ADAM12-tTA-Cre^YFP^ mice, Fig. 5c). After inoculating MO5 tumor cells in ADAM12-tTA-Cre^YFP^ mice (maintained on doxycycline until tumor injection), we observed that yellow fluorescent protein (YFP)^+^ cells (progeny of ADAM12^+^ cells) constituted about 1% of stromal cells in advanced melanomas. YFP^+^ cells were localized at the tumor margins, close to vessels and within the stroma, and expressed varying levels of NG2 and αSMA (Extended Data Fig. 7b). Compared with ADAM12^+^ cells, YFP^+^ cells downregulated several factors that are essential for immune-cell crosstalk, including *Ccl2*, *Csf1*, *Gas6*, *Lgals3*, *Cxcl12*, *Il1r1*, *Osmr*, *Il6* and *Angpt1*, while upregulating varying levels of *Car9, Angpt2*, *Acta2* and *Pdgfrb* (Extended Data Fig. 7c). As *Car9* and *Angpt2* encode proteins that block antitumor immunity^40,41,60^, these data suggest that both ADAM12^+^ cells and their progeny promote immunosuppression, although through different mechanisms. To determine whether a similar lineage develops in tumors that arise spontaneously, we crossed ADAM12-tTA-Cre^YFP^ mice (Fig. 5c) with TRAMP mice or Rip-Tag2 mice. In prostate and pancreatic tumors, we observed YFP^+^ cells within the stroma and close to blood vessels that expressed medium to low levels of αSMA and NG2 (Fig. 5e and Extended Data Fig. 7d). Although they were in proximity to blood vessels, YFP^+^ cells were localized outside the vascular BM, in contrast to pericytes^61^, consistent with detached pericyte-like cells or perivascular αSMA^mid^ fibroblastic cells (Extended Data Fig. 7d). By removing doxycycline at different stages of tumorigenesis (Fig. 5d), we observed that ADAM12^+^ cells induced at early tumor stages in prostate and pancreatic tumors had increased stromal progenitor potential (Fig. 5f, early, and Extended Data Fig. 7e), compared with ADAM12^+^ cells at later tumor stages (Fig. 5f, late, and Extended Data Fig. 7e). After treating with doxycycline 10-week-old TRAMP x ADAM12-tTA-Cre^YFP^ mice that had been fate mapped from week 4 (Fig. 5g), we analyzed the fate of ADAM12^+^ cells induced specifically at early tumor stages. In this setting, we observed YFP^+^αSMA^–^ or YFP^+^αSMA^mid^ cells at the tumor margins of large prostate adenocarcinomas in 30-week-old TRAMP mice, demonstrating that ADAM12^+^ cells induced in early tumors generate a peritumoral lineage that is maintained during tumor progression (Fig. 5h). In line with the gene expression data (Extended Data Table 1), YFP^+^ cells were mostly negative for the proliferation marker Ki-67 (Fig. 5e, right panel). A slow-cycling YFP^+^Ki-67^–^ cells were also abundant at the interface of normal tissue and SV40^+^ prostate cancer cells that metastasized to the liver and bone in TRAMP × ADAM12-tTA-Cre^YFP^ mice (Fig. 5i), further suggesting a role for ADAM12^+^ MSCs in the metastatic niche. To investigate the developmental origin of tumor-induced ADAM12^+^ MSCs, we performed lineage tracing of ADAM12^+^ cells from development, because ADAM12 is expressed during organ morphogenesis^27^. In ADAM12-Cre^YFP^ mice, we observed that a majority of stromal cells in healthy skin, prostate and pancreas in adults were generated from fetal ADAM12^+^ progenitors (Extended Data Fig. 7f), suggesting that tumorigenesis reactivates a developmental program. Finally, to assess the role of ADAM12^+^ MSCs in a spontaneous tumor model, we crossed ADAM12-DTR mice with Rip-Tag2 mice to generate RIP^+^DTR^+^ and RIP^+^DTR^–^ mice. Depletion of ADAM12^+^ cells induced significant growth inhibition of RIP tumors, which displayed increased infiltration of CD3^+^ T cells (Extended Data Fig. 7g–i). As observed in the melanoma, PDPN^+^PDGFRα^+^ CAFs were reorganized but still present in similar numbers in tumors lacking ADAM12^+^ MSCs, and the vasculature displayed increased pericyte coverage and ICAM1 expression. Tumors were better perfused (Extended Data Fig. 7j–n), overall confirming a similar role for ADAM12^+^ cells in this tumor model. These data show that slow-cycling ADAM12^+^PDGFRα^+^αSMA^–^ perivascular MSCs induced at early stages of tumorigenesis generate a discrete mesenchymal lineage that is maintained and active in advanced carcinomas and metastasis.

**Fig. 5:**
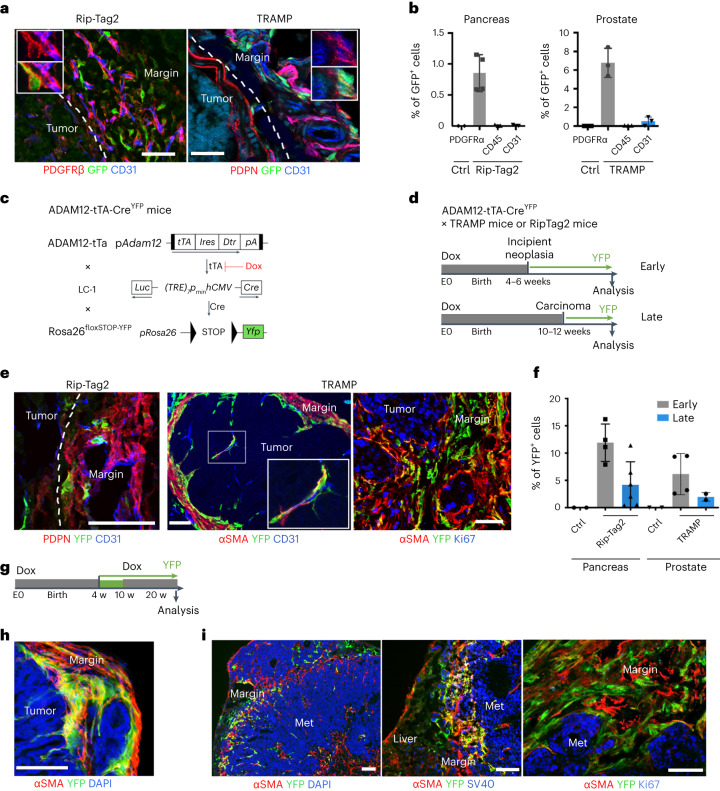
The tumor-induced ADAM12^+^ lineage is maintained in advanced tumor stages. **a**, Immunofluorescence staining of ADAM12^+^ cells (GFP), co-stained with the indicated markers, in Rip-Tag2 (left) and TRAMP (right) tumors growing in ADAM12-GFP mice. Scale bars, 50 µm. **b**, Percentage of GFP^+^ cells among the indicated populations in TRAMP tumors (*n* = 3), RIPTag tumors (*n* = 4 for stroma, *n* = 3 for CD45^+^ and CD31^+^ cells), Ctrl prostate (*n* = 3) and Ctrl pancreas (*n* = 2), measured by FACS. Results are representative of two independent experiments. **c**, Strategy for inducible fate mapping of ADAM12^+^ cells. tTA, tetracycline transactivator; Dtr, diphteria toxin receptor; Ires, internal ribosomal entry site; Luc, luciferase; TRE, tet-responsive element; hCMV, human cytomegalovirus; Dox, doxycycline, LC-1, Luciferase_Cre transgenic mice^74^. **d**, Experimental setup for lineage tracing of ADAM12^+^ cells induced de novo at early or late tumor stages in TRAMP or Rip-Tag2 mice. **e**, Immunofluorescence staining of YFP and the indicated markers, in Rip-Tag2 and TRAMP tumors growing in ADAM12-tTA-Cre^YFP^ mice. Scale bars, 50 μm. **f**, Percentage of YFP^+^ cells among total tumor stromal cells, measured by FACS, from mice treated as in **d**. *n* = 4 (RIP early), *n* = 6 (RIP late), *n* = 4 (TRAMP early), *n* = 2 (TRAMP late), *n* = 2 (Ctrl). **g**, Experimental setup for lineage tracing of ADAM12^+^ cells induced at early stages of tumorigenesis. **h**, Immunofluorescence staining of the indicated markers in TRAMP prostate tumors growing in ADAM12-tTA-Cre^YFP^ mice treated as in **g**. Scale bar, 100 µm. **i**, Immunofluorescence staining of the indicated markers in TRAMP tumors that metastasized in the liver (left and middle) or bone (right) in ADAM12-tTA-Cre^YFP^ mice. SV40 stains tumor cells. Scale bars, 50 µm. In **a**, **e**, **h**, and **i**, images are representative of independent experiments (*n* = 3–6). Quantitative data are presented as means ± s.d. Met, metastasis. DAPI stains nuclei. Source data

### ADAM12 can stratify patients with cancer across tumor types

ADAM12 is overexpressed in several solid tumors, including melanoma, prostate, breast, liver, colorectal and pancreatic tumors^22–26^ and is associated with stromal activation and a poor prognosis^23,26,28–33^. As observed in mice models, ADAM12 was preferentially expressed by stromal populations in several human tumors (Extended Data Fig. 8a–e), consistent with previous reports^24,62–64^. In human pancreatic ductal adenocarcinoma, ADAM12 expression was correlated with the ‘stroma activated’ subtype, which is associated with a severe prognosis^65^ (Extended Data Fig. 8d). We further analyzed ADAM12 expression in publicly available datasets from cohorts of patients with skin cutaneous melanoma, pancreatic ductal adenocarcinoma, prostate adenocarcinoma or colon adenocarcinoma. For each cohort, we stratified tumors by ADAM12 expression (ADAM12 expression < median expression versus ADAM12 expression > median expression). Gene Set Enrichment Analysis of pathways using the Hallmark gene sets indicated that, independently of the tumor type, ADAM12^hi^ tumors were significantly enriched in genes related to the terms ‘Inflammatory response’, ‘Hypoxia’ and ‘Angiogenesis’, and were inversely correlated with ‘Oxidative phosphorylation’ (Fig. 6a), a process that requires oxygen. Pathway analysis using the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) database in these tumors further indicated enrichment for the terms ‘Cytokine–cytokine receptor interaction,’ ‘ECM–receptor interaction,’ ‘Tissue remodeling’ and ‘Regulation of wound healing’ (Fig. 6a,b). Analysis of the leading edge (i.e., genes accounting for a pathway being defined as enriched) in the pathways ‘Cytokine–cytokine receptor interaction’, ‘ECM–receptor interaction’, ‘Inflammatory response’ and ‘Tissue remodeling’ further identified a number of shared genes in the four tumor datasets (Fig. 6b–e), suggesting that there is a shared gene expression program across solid tumors grouped by ADAM12 expression. Notably, and similar to the data obtained in mice models, common genes of the leading edge in the four human datasets included genes regulating or expressed by tumor macrophages, such as *AXL*, *CSF1*, *CSF1R*, *CD14* and *MSR1*, and genes encoding cytokines and cytokine receptors of the OSM, IL-6 and PDGF pathways, as well as genes encoding structural and regulatory proteins of the ECM with essential roles in tissue remodeling and angiogenesis, including collagens, laminins, HSPG2, HAS2, KDR and NOX4. Consistent with increased resistance mechanisms, stratification of human prostate cancer by ADAM12 expression further correlated with the Gleason score, which identifies high-grade tumors at high risk of recurrence (Extended Data Fig. 8f). These data show that, in several desmoplastic tumors, including pancreatic, prostate and colon cancer, ADAM12 expression stratifies patients harboring tumors with high levels of hypoxia, inflammation, tissue remodeling and innate resistance mechanisms, as well as factors associated with a poor prognosis and drug resistance such as AXL.

**Fig. 6:**
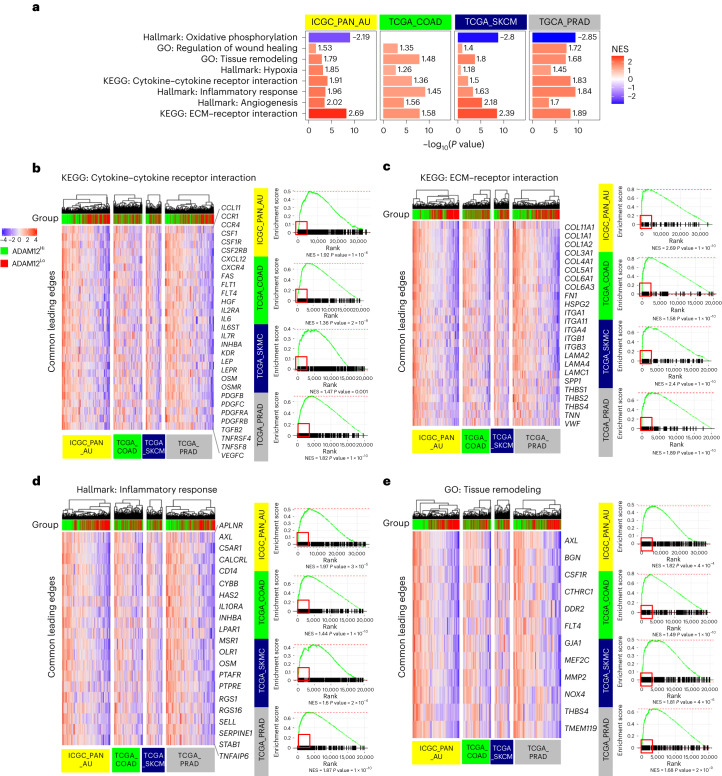
ADAM12 stratifies patients with high levels of hypoxia, inflammation and innate resistance mechanisms across tumor types. **a**, GSEA of pathways in ADAM12^hi^ versus ADAM12^lo^ tumors (median expression) of human pancreatic ductal adenocarcinoma (ICGC_PAN_AU; yellow, *n* = 267), colon carcinoma (TCGA_COAD; green, *n* = 450), melanoma (TCGA_SKCM; navy, *n* = 147) and prostate adenocarcinoma (TCGA_PRAD; gray, *n* = 455) datasets. The bar plots represent the –log_10_(*P* value) and are colored according to the normalized enrichment score (NES) (red, positive; blue, negative; the value is shown at the end of each bar plot). **b**–**e**, Gene set enrichment analysis (GSEA) curves for the indicated pathways for the four tumor datasets analyzed as in **a** (right, red square indicates the leading-edge genes). For each pathway, to the left of the GSEA curves, the heat map shows the expression levels of the genes present in the leading edge and shared between the four datasets. All patients whose data have been analyzed are represented, and whether they have high (green) or low (red) *ADAM12* expression is indicated above the heat map. A Wilcoxon rank-sum test was used for pre-rank GSEA for statistical analysis.

## Discussion

Here we show that tumor-induced stromal cell cycle arrest at the tumor margin coordinates angiogenesis, tissue remodeling and immunosuppression, key drivers of tumor progression. Selective depletion of such metabolically altered mesenchymal stromal subset, identified by expression of ADAM12, normalized the TME and decreased tumor hypoxia and acidosis, inducing infiltration of activated T cells and inhibition of tumor growth. We further provided direct genetic evidence that TGFBR2 signaling in ADAM12^+^ MSCs is required for their pro-tumorigenic function.

We showed that ADAM12^+^ MSCs are induced by TGF-β, a major cytostatic factor that is upregulated in early stages of tumorigenesis^5^, and are further modulated by IL-1β and OSM, which have pivotal roles in cancer-associated inflammation and tumor initiation^66^. These results are consistent with previous reports showing that the NF-kB and PI3K pathways, activated by IL-1β and OSM, respectively, are associated with alterations of tumor-associated stroma cells and TAMs, vascularization and ECM remodeling^67–69^. Specifically localized in the perivascular niche at the tumor margins, ADAM12^+^ cells were major producers of factors regulating monocyte recruitment and macrophage function and polarization, including *Ccl2*, *Csf1* and *Has2*, as well as bridging molecules enhancing macrophage efferocytosis, such as *Gas6*, and promoted macrophage efferocytosis in an AXL-dependent way. Efferocytosis is a fundamental mechanism in prevention or resolution of tissue inflammation. In the context of cancer, it favors immunosuppression, angiogenesis and tumor progression^54–56^. Consistent with inhibition of macrophage polarization toward proangiogenic TAMs, depletion of ADAM12^+^ MSCs induced normalization of the tumor vasculature. ADAM12^+^ MSCs are restricted to the tumor margin, further suggesting that they spatially coordinate with TAMs to relay signals from the margin.

We show that, in tumors lacking ADAM12^+^ MSCs, the total number of CAFs was not reduced, but rather these cells became immunopermissive. 

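Of the collagen genes, named Col with a chain number, 36 had enough counts in PDPN+PDGFRα+ cells of DTR and Ctrl tumors to be tested. Of these, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 had an unadjusted p under 0.05, and the lowest adjusted p was 0.604. That test called 0 of all 15133 genes. For collagen and chemokine genes, 0 calls over all genes was thus fixed in advance and does not set them apart from other genes. Adjustment over the collagen genes alone also left 0, with a lowest adjusted p of 0.709 in the same edgeR test. In DTR, 24 collagen genes were lower and 12 higher, with a median log2 fold change of -0.15 that turned to 0.13 without Ctrl replicate 1. Collagen log2 fold changes ran from -1.38 for Col8a2 to 1.34 for Col14a1 (standard errors 0.914 and 0.547). Col14a1 was counted at 144 ± 63.6 CPM (SD, n = 3) in Ctrl and 366 ± 286 (SD, n = 3) in DTR, where replicate 3 alone reached 688. Col8a2 had between 2 and 28 reads per library in Ctrl and between 4 and 14 in DTR, and its groups overlapped. Of the chemokine ligand genes, 25 were tested, 0 had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. The lowest adjusted p was 0.602 over all genes and 0.617 over the chemokine genes alone, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 14 chemokine genes lower and 11 higher in DTR, the median log2 fold change was -0.07, and it turned positive, to 0.21, without Ctrl replicate 1 and to 0.03 without DTR replicate 2, in DESeq2 and when genes with at least 1 count in any library were tested. Their log2 fold changes ran from -1.52 for Cxcl5 (standard error 1.04) to 0.78 for Cxcl10 (standard error 0.281). Cxcl10, on chromosome 5 from 92346638 to 92348889, was counted at 69.5 ± 14.7 CPM in Ctrl and 119 ± 50.0 in DTR (adjusted p = 0.602 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every DTR library had more Cxcl10 than any Ctrl library (two-sided exact permutation test, p = 0.1, the smallest possible). For Cxcl5, Ctrl replicate 1 had 24.3 CPM and the other 2 Ctrl libraries 3.43 and 2.39, and without that library the log2 fold change was 0.26. DESeq2's Wald test with Benjamini-Hochberg adjustment called 0 of 40 collagen genes, with 1 at an unadjusted p under 0.05 and a lowest adjusted p of 0.619, and 0 of 30 chemokine genes, with 1 and 0.264. Over the alternatives tried in edgeR and DESeq2, with Benjamini-Hochberg adjustment, the lowest adjusted p ran from 0.0568 to 0.852 for collagen genes and from 0.00927 to 0.852 for chemokine genes, where 1 DESeq2 setting chosen after seeing the data called Cxcl10.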

We did not detect any significant differences in transcripts coding for collagens or chemokines in immunopermissive CAFs, consistent with previous reports showing that structural, vascular and immune homeostatic functions of CAFs are essential to restrain tumor growth^15–21^. The major transcriptomic changes in immunopermissive CAFs were downregulation of hypoxia-induced genes such as *Car9* (CAIX), which promotes tumor acidification, a strong immunosuppressive factor. 

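For hypoxia-induced genes as a group, a list of 40 genes was drawn up without Car9 or any other gene labelled in Fig. 2e, and it includes Ldha and Lox, which the paper names for ADAM12+ cells (Fig. 3d). All 40 were tested, and 35 had a log2 fold change below 0 in DTR and 5 above 0, with a median of -0.27. The median of the list was -0.26 with DESeq2-type size factors and -0.24 with library size alone. Relative to the median of all tested genes it was -0.27 with TMM factors and with both of these. A change of scaling shifts all genes by about the same amount, so this relative value was fixed in advance and does not test the scaling. The list ranked lower than other genes in limma's camera test, which allowed an inter-gene correlation of 0.01 (two-sided, adjusted p = 1.89e-10 with Benjamini-Hochberg adjustment over the 4 lists tested). In limma's fry test, which asks of the list alone whether it changed, the two-sided p was 0.109 without adjustment. This was the highest p of the alternatives for the list, at an unchanged median. None of 10000 random lists matched for expression and genomic span had a median as low, the lowest being -0.19. Such lists compare genes and do not test a chance difference between libraries. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave an unadjusted camera p as small as the real one. These were the real split (4.72e-11) and Ctrl replicates 1 and 2 with DTR replicate 2 against the rest (1.75e-13). The camera and fry p-values come from limma's models and not from an exact test, which cannot give a p below 0.1 for 3 libraries against 3. With each library left out in turn, the median stayed between -0.34 and -0.20. Mean log2 deviation of the list from the average library was 0.403, 0.00749 and -0.0440 in the Ctrl libraries and -0.0859, -0.0586 and -0.222 in the DTR libraries. Each DTR library was thus below each Ctrl library, and Ctrl replicate 1 lay farther from the other Ctrl libraries than these lay from the DTR libraries. Of the 40 genes, 15 were lower in every DTR library than in any Ctrl library and 0 were higher in every DTR library, against 10% by chance for both directions together. For single genes, 14 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Since 0 genes of any kind passed there, the latter count was fixed in advance. Over the list alone the lowest adjusted p was 0.114 in that edgeR test, again with 0 under 0.05. With the replicate number as a block in that test, 11 genes were under 0.05 over the list alone, the lowest at 0.0126. Same-numbered Ctrl and DTR libraries come from different animals, however. Over all genes, the Wald test of DESeq2 called 0 of the 40 genes (18 at an unadjusted p under 0.05). DESeq2 with an offset for genomic span, a combination chosen after seeing the data, called 6, all lower in DTR. This was the most over all genes in any of the 31 fits. Log2 fold changes ran from -0.82 for Gapdh (standard error 0.279) to 0.29 for Pfkfb4 (standard error 0.227). Gapdh, on chromosome 6 from 125161715 to 125166467, had 338 ± 118 CPM (SD, n = 3) in Ctrl and 191 ± 53.8 (SD, n = 3) in DTR, and 24.7% of the 50-base words in its transcripts also occur in other genes. Vegfa had a log2 fold change of -0.55, Bnip3 one of -0.53 and Egln1 one of -0.49, and these 3 genes were chosen after their values were seen.

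**Figure D3:**
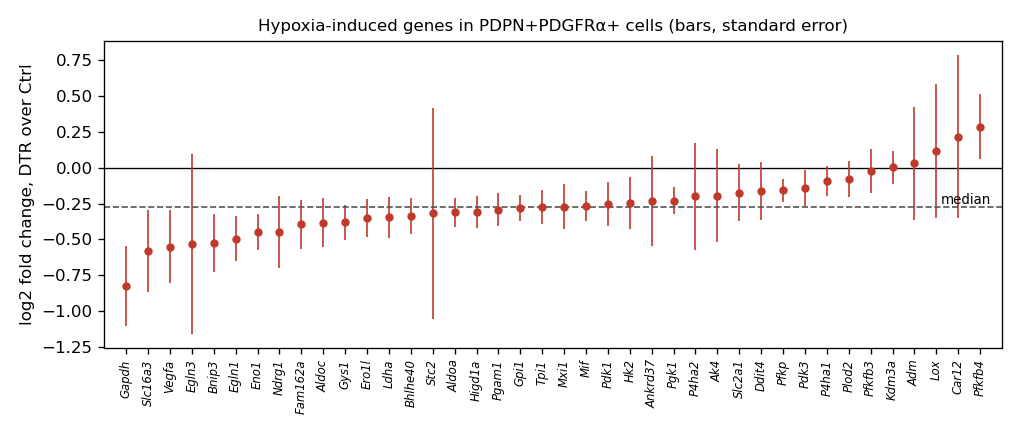
Log2 fold change, DTR over Ctrl, of the 40 hypoxia-induced genes in PDPN+PDGFRα+ cells, sorted from the lowest to the highest. Points are edgeR estimates, bars are standard errors, and the dashed line is the median of -0.27, which stays below 0 under each scaling tried.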

Consistent with restoration of normoxia, depletion of ADAM12^+^ MSCs increased the coverage of blood vessels with NG2^+^ pericytes, essential for vascular stabilization and function, and the number of inflammatory CAFs was reduced. These data are consistent with previous reports showing that inflammatory CAFs are enriched in tumor hypoxic regions^45,46^, and further suggest that hypoxia is a major driver of immunosuppressive functions in CAFs^35–39^.

ADAM12^+^ MSCs were in a ‘dormant’ slow-cycling state, distinct from senescence, as they were able to resume the cell cycle when provided with nutrients. The capacity to enter a slow-cycling state is a common feature of stem-like cells that promotes resistance to limited resources and antimitotic therapies, evasion from the immune system and dissemination of tumor cells^6^. Our data are consistent with a protumor effect of cytostasis, mediated by TGF-β, on perivascular MSCs, as selective depletion of ADAM12^+^ MSCs or conditional ablation of *Tgfbr2* in ADAM12^+^ MSCs was sufficient to inhibit tumor growth. Therefore, TGF-β might promote pro-tumorigenic functions through different mechanisms in MSCs and CAFs^51^. Albeit distinct from pericytes, ADAM12^+^ MSCs and their progeny remained within the perivascular niches of the TME for months, resembling αSMA^mid^ fibroblastic cells or detached pericyte-like cells. These populations have major roles in TME alterations and immunosuppression, notably by affecting perivascular TAMs and vascular function^42,70^. Finally, these data suggest that antitumor therapies aimed at promoting cell cycle arrest, cell damage or starvation might promote immunosuppression by inducing a low proliferative stem-like state in tumor-associated MSCs.

ADAM12 has been identified as a marker for stromal activation, poor prognosis and resistance to therapy in several human desmoplastic tumors, including pancreatic, liver, colorectal, lung, breast and ovarian cancers^23,26,28–33^. In agreement with a role for ADAM12 in this process, knock out of *Adam12* in a murine model of prostate cancer blocked tumor progression to poorly differentiated advanced stages^22^. We further show that ADAM12 expression stratifies patients with high levels of inflammation, hypoxia, innate resistance mechanisms, and tissue remodeling. These results are in line with increasing evidence that hypoxia and acidosis suppress antitumor immune responses^4,71–73^. Altogether, these data suggest that ADAM12^+^ MSCs are part of a fundamental repair process that is initiated by cytostatic TGF-β and modulated by inflammation, to promote angiogenesis and anti-inflammatory responses in coordination with macrophages. We propose that the pathological persistence of the ADAM12 lineage in tumors, which is normally eliminated from the tissue when healing is complete^27^, plays a key role in inducing and maintaining an immunosuppressive and hypoxic TME. Although hypoxia and acidosis promote tumor malignancy, they are essential components of the repair process, notably for pathogen clearance and restoration of tissue homeostasis, suggesting an evolutionary advantage.

## Methods

### Mice

We have previously described the generation of BACs (bacterial artificial chromosomes) transgenic mice ADAM12-GFP (*Cre-Ires-GFP*) and ADAM12-DTR (*tTA-Ires-DTR*)^27^. To perform inducible lineage tracing of ADAM12^+^ cells, we crossed ADAM12-tTA mice with tetracycline-controlled Cre (LC-1 mice^74^) and Rosa26^floxSTOP-YFP^ reporter mice (obtained from The Jackson Laboratory) to obtain ADAM12-tTA-Cre^YFP^ triple transgenic mice. TGFBR2^flox^ mice^75^ were obtained from The Jackson Laboratory. All mice were housed in specific-pathogen-free conditions (14 h light/10 h dark, 20–24 °C, 50% humidity). Mice experiments were approved by the committee on animal experimentation of the Institut Pasteur and by the ‘Ministère de l’Education Nationale, de l’Enseignement Supérieur et de la Recherche.’

### Tumor models

The B16-OVA (MO5) melanoma cell line (B16 cell line containing the ovalbumin gene^76^) was provided by C. Leclerc (Institut Pasteur). For melanoma studies, 5 × 10^5^ MO5 cells were implanted subcutaneously in 8–12-week-old transgenic mice and sex-matched non-transgenic littermates, in the C57Bl/6 background, and tumor volume was assessed every 2–4 d. Caliper measurements were used to assess tumor volumes, using the formula (L × W^2^) / 2 (L, length; W, width). Tumors did not exceed the maximum size permitted by the animal experimentation committee (20 mm). In TRAMP mice, the rat promoter *Probasin* drives expression of SV40 large T antigen, leading to progressive forms of prostate cancer, from intraepithelial hyperplasia to carcinoma with distant-site metastasis^77^. In Rip-Tag2 mice, the rat *Insulin* promoter drives expression of SV40 large T antigen, leading to pancreatic β-cell tumors^78^.

### Mice treatment

Depletion and lineage tracing of ADAM12^+^ cells was performed as we previously described^27^. Briefly, we injected ADAM12-DTR mice intraperitoneally (i.p.) with 100 ng of diptheria toxin (DT) every day for the indicated time to deplete ADAM12^+^ cells. To stop lineage tracing of ADAM12^+^ cells, we treated ADAM12-tTA-Cre^YFP^ mice with doxycycline (Sigma-Aldrich) at 1 mg ml^−1^ in drinking water containing 5% sucrose. The CAIX inhibitor U-104 (38 mg kg^–1^, Selleck) was injected i.p. every 2 d starting at day 10 following MO5 inoculation. To assess proliferation, tumor-bearing mice were injected i.p. with 80 µl of 10 mM EdU and analyzed 24 h after injection. To inhibit CD8^+^ T cells, mice were injected i.p. at day 6 and 10 after tumor inoculation with anti-CD8 antibodies (200 µg per mouse, Biolegend no. 100746) or control IgG (Biolegend no. 400544). For analysis of tumor perfusion, the fluorescent stain Hoechst 33342 (H33342) was injected intravenously (i.v.) 1 min before euthanization. To activate AXL, mice were injected i.p. at day 9 and 13 after tumor inoculation with anti-AXL activating antibodies (1 mg kg^–1^, AF854; R&D Systems) or control IgG (AB-108-C; R&D Systems), as previously described^59,79^.

### Immunofluorescence

Tissues were processed and stained as previously described^27^. Briefly, 8-µm sections from OCT-frozen tumors were incubated in 10% bovine serum (BS) in PBS containing 0.1% Triton X-100 (PBS-TS), followed by incubation with primary antibodies in PBS containing 1% PBS-TS overnight at 4 °C, washed and incubated for 1 h at 20 °C with secondary antibodies or streptavidin, washed, incubated with DAPI (1 µg ml^–1^) and mounted with Fluoromount-G (Southern Biotechnology Associates). Expression of *Adam12* on tumor sections was detected with an RNAscope ISH assay (Advanced Cell Diagnostics), following the manufacturer’s instructions. We examined slides with an AxioImager M1 fluorescence microscope (Zeiss) equipped with a CCD camera and processed images with AxioVision Zen software (Zeiss) or ImageJ software.

### Antibodies

A full list of antibodies used in this study is provided in Supplementary Table 1. We used the following dilutions: anti-GFP polyclonal (rabbit 1:1,000, chicken 1:1,500), anti-CD11b (1:400), anti-MHCII (1:400), anti-NK1.1 (1:200), anti-Foxp3 (1:200), anti-collagen-I polyclonal (1:1,000), anti-collagen-IV (1:1,000), anti-αSMA (1:500), anti-NG2 (1:200), anti-CD31 (1:200), anti-CD3 (1:200), anti-CD4 (1:200), anti-CD45.2 (1:200), anti-Ly6C (1:200), anti-SiglecF (1:500), anti-PDGFRα (1:100), anti-PDGFRβ (1:100), anti-CD8b (1:200), anti-F4/80 (1:200), anti-IFN-γ (1:200), isotype control IgG1 (1:200), anti-ICAM1 (1:400), anti-Ly6G (1:400), anti-CD11C (1:200), anti-CD206 (1:400), streptavidins (1:500), anti-PDPN (1:400), secondary antibodies (1:500), anti-AXL (1:1,000), goat IgG control (1:1,000), anti-cleaved-Caspase3 (1:1,000), anti-P-AXL (1:50), anti-CD26 (1:400), anti-FDC (1:200), anti-MadCAM-1 (1:200), anti-CD34 (1:50), and anti-Ki-67 (1:200).

### Cells isolation and FACS

Tumors were cut into small pieces and processed in a solution composed of DMEM (Gibco), Liberase TL (0.26 Wunsch units mL^–1^; Roche) and DNase I (1 U mL^–1^; Thermo Fisher) for 30 min, with manual dissociation by pipetting every 10 min. Cells were filtered through a 100-µm and a 40-µm mesh, washed and processed for cell staining as previously described^27^. Briefly, we first incubated cells with monoclonal antibody 2.4G2 to block Fcγ receptors, and then with the indicated antibodies in PBS containing 2% bovine serum (PBS-BS), followed by appropriate secondary antibodies or streptavidin when necessary. Cells were incubated with DAPI (Sigma) before analysis to exclude dead cells. For FACS analysis of immune cells, tumors were analyzed at day 14–15 except for T_reg_ cells (days 17–18). For intracellular IFN-γ staining, cells were stimulated in vitro for 4 h with PMA and ionomycin, or with SIINFEKL peptide (OVA), and for 2 h with Brefeldin A. Cells were incubated with the LIVE/DEAD Cell Stain Kit to exclude dead cells (Invitrogen). Cells were processed for intracellular staining using CytoFix/CytoPerm Buffer Kit (Invitrogen), according to the manufacturer’s instructions. Cells were analyzed with Fortessa (BD Biosciences) and Flowjo software (Tristar) and sorted with FACS ARIA III (BD Biosciences). For cell sorting of stromal cells, dead cells d doublet cells, hematopoietic (CD45^+^) and endothelial (CD31^+^) cells were systematically gated out before selecting for positive stromal cell markers. Tumor macrophages were sorted as CD45^+^CD3^–^CD19^–^Ly6G^–^SiglecF^–^CD11b^+^F480^+^. Stromal cells of the LN were gated as CD45^–^CD31^–^ PDPN^+^ (FRC), which were further selected for expression of MAdCAM-1 (MRC) or FDC-M1 (FDC). TRC were defined as CD45^–^CD31^–^ PDPN^+^MAdCAM-1^–^FDC-M1^–^.

### Efferocytosis assay

To induce apoptosis, MO5 melanoma cells were serum starved for 2 h, irradiated with UV (UVP Crosslinker at 100 mJ cm^–2^) for 10 min and incubated overnight in complete medium. Apoptotic MO5 cells were incubated with Amine-Reactive pHrodo Dyes (Thermo Fisher) at a concentration of 20 ng mL^–1^ for 30 min at 20 °C in the dark. For the efferocytosis assay, BMDMs were mixed with pHrodo-stained apoptotic MO5 cells for 30 min at 37 °C, at a 1:1 ratio, in the presence of conditioned medium from GFP^+^ or GFP^–^ cells, stained with antibodies anti-F4/80 and analyzed with Fortessa (BD Biosciences) and Flowjo software (Tristar). The fold changes on the *y* axis were calculated using the percentage of efferocytosis in control medium as the baseline.

### RNA Isolation and qRT–PCR

For total tissue RNA extraction, we used the PureLink RNA Mini Kit (Invitrogen), according to the manufacturer’s instructions. To extract RNA from cells, we used FACS to sort cells, or collected cells from culture plates, and placed them directly into vials containing lysis buffer. We isolated RNA using the Single Cell RNA Purification Kit (Norgen), according to the manufacturer’s instructions. We assessed the quality of total RNA using the 2100 Bioanalyzer system (Agilent Technologies) and the quantity using the Qbit RNA HS kit (Thermo Fisher). Total RNA was transcribed into complementary DNAs using SuperScript IV Reverse Transcriptase (Invitrogen). We performed qRT–PCR using RT^2^ qPCR primer sets (SABiosciences and Bio-Rad Laboratories, a list is provided in Supplementary Table 2) and SYBR-Green master mix (Bio-Rad Laboratories), on a PTC-200 thermocycler equipped with a Chromo4 detector (Bio-Rad Laboratories), and analyzed data using Opticon Monitor software (Bio-Rad Laboratories). Ct values were normalized to the mean of the Ct values obtained for the housekeeping genes *Hsp90ab1*, *Hprt* and *Gapdh*.

### RNA sequencing

Librairies were prepared from total mRNA using the SMARTer Stranded Total RNA-Seq Kit v2-Pico Input Mammalian (Takara Bio), according to the manufacturer’s instructions. Library quality and quantity were assessed using the 2100 Bioanalyzer system (Agilent Technologies) and the Qbit dsDNA HS kit (Thermo Fisher). Sequencing was performed using Illumina NextSeq 500/550 High Output kit v2.5. The RNA-seq analysis was performed with Sequana 0.11.0 (https://github.com/sequana/sequana_rnaseq) built on top of Snakemake 6.1.1 (ref. ^80^). Briefly, reads were trimmed from adapters using cutadapt 3.4, then mapped to the genome assembly GRCm38 from Ensembl using STAR 2.7.3a. FeatureCounts 2.0.1 was used to produce the count matrix, assigning reads to features using corresponding annotation GRCm38_92 from Ensembl with strand-specificity information. Quality-control statistics were summarized using MultiQC 1.10.1 (ref. ^81^). Clustering of transcriptomic profiles was assessed using principal components analysis. Differential expression testing was conducted using DESeq2 library 1.22.2 (ref. ^82^). The normalization and dispersion estimation were performed with DESeq2 using the default parameters; statistical tests for differential expression were performed by applying the independent filtering algorithm. A generalized linear model was set in order to test for the differential expression between conditions. Raw *P* values were adjusted for multiple testing according to the Benjamini–Hochberg procedure, and genes with an adjusted *P* lower than 0.05 were considered differentially expressed. Gene set enrichment analysis was performed using Fisher’s exact test for the over-representation of upregulated genes.

### Human tumors

We selected non-metastatic samples from three TCGA projects (RNA-seq analyses): skin cutaneous melanoma (SKCM), colon adenocarcinoma (COAD) and prostate adenocarcinoma (PRAD), all three in RKPM (Reads Per Kilobase Million) log_2_ + 1 transformed. We also selected one International Cancer Genome Consortium (ICGC) project, pancreatic ductal adenocarcinoma (PACA_AU, array-based analysis), retrieved from Bailey et al.^83^. We filtered out genes that had missing values in any of the samples or that were located in the Y chromosome locus. Each dataset was analyzed independently. For each dataset, ADAM12^hi^ and ADAM12^lo^ groups were defined according to their ADAM12 expression, either above or below median ADAM12 expression, respectively. Gene set enrichment analyses (GSEAs) were carried out using the fgsea R package. A Wilcoxon test was used to analyze mean differences in gene expression between the ADAM12^hi^ and ADAM12^lo^ groups, and the Wilcoxon test value was used to make the gene rankings for GSEA. GSEA parameters were were: fgseaMultilevel(pathways = (‘h.all.v7.0.symbols.gmt’, ‘c5.go.mf.v7.2.symbols.gmt’, ‘c2.cp.kegg.v7.1.symbols.gmt’, ‘c5.bp.v7.1.symbols.gmt’), stats = ‘Gene rank’, minSize = 5, maxSize = 500). GSEA results were displayed using the plotEnrichment function with default parameters from the fgsea package for GSEA curves. Genes accounting for a pathway being defined as enriched are refered to as ‘leading edges’. These genes were shared by all four datasets. Expression levels of the leading-edge genes in our samples were displayed as a heat map using the ComplexHeatmap R package.

### Single-cell RNA-seq

Analysis of *ADAM12* expression in single-cell RNA-seq was performed on previously published data^84–86^, and results were visualized using the Broad Institute’s Single Cell Portal (https://singlecell.broadinstitute.org/single_cell). For pancreatic ductal adenocarcinoma tumors, raw data from Peng et al.^86^ were analyzed using the Seurat (v.3.2) R package, with all functions ran with default parameters. Low-quality cells (<200 genes per cell, <3 cells per gene and >5% mitochondrial genes) were excluded from further steps. Cell-type identification was done using the SCINA R package, and gene markers from the MCP counter were used for stromal cells^87^. *KRT19*, *CDH1*, *MUC1*, *SOX9* and *EPCAM* were used as marker genes for epithelial cells. Nonlinear dimensional reduction (*t*-SNE) was applied as described in ref. ^86^. The ‘Activated stroma’ signature score, as described by Puleo et al.^65^, was calculated for each cell using the default function AddModuleScore from Seurat.

### Treatments and cell culture

MO5 melanoma cells were grown in RPMI medium supplemented with 10% FBS, 1% penicillin–streptomycin, G418 (2 mg mL^–1^) and hygromycin B (0.06 mg mL^–1^). To obtain CM, cells were isolated by FACS and seeded into 96-well flat-bottom plates in DMEM 10% FBS at 37 °C. We collected CM after 24–48 h for further experiments. For in vitro polarization of BMDMs, bone marrow cells were isolated and differentiated as previously described^88^, then incubated for 24 h in the indicated conditions. When indicated, BMDMs with specific deletion of AXL in myeloid cells were generated by crossing Axl^fl/fl^ mice^89^ with LysMcre mice^90^. Axl^fl/fl^ littermates were used as controls. For stimulation in vitro, OSM (5 ng mL^–1^), IL-1β (10 ng mL^–1^) or TGF-β (2 ng mL^–1^) were added on cells for the indicated times. Cell proliferation was measured with Cell Counting Kit-8 (CCK-8; Dojindo, no. 899650), according to the manufacturer’s instructions. To induce hypoxia, stromal cells were cultured in a hypoxic chamber (Whitley H35 Hypoxystation) in 1% oxygen for 72 h. The engulfing ability of macrophages was assessed by isolating the cells from tumors and incubating them for 30 min with Fluoresbrite Red microspheres (no. 18660–5, Polyscience) at 37 °C (or 4 °C for control condition), staining them with antibodies against F4/80 and analyzing them with Fortessa (BD Biosciences) and FlowJo software (Tristar). Gas6 was measured by ELISA, according to the manufacturer’s instructions (Mouse Gas6 DuoSet ELISA, R&D, no. DY986). The tumor extracellular pH was assessed using pH Microelectrodes (Fisher Scientific), following the manufacturer’s instructions.

### Image quantification

The immunofluorescence signal was quantified using ImageJ and threshold processing on high-resolution tiles that were stiched to create mosaic images of the entire tumor section or on tumor fields, obtained with an AxioImager M1 fluorescence microscope (Zeiss) and ZEN software. Tumor hypoxia was detected using the Hypoxyprobe Plus Kit, following the manufacturer’s instructions, and the proportion of pimonidazole signal was measured by pixel quantification on mosaic images. The percentage of tumor perfused area was determined by normalizing Hoechst-positive area to the DAPI-positive area on mosaic images. Pericyte coverage was determined by measuring NG2/CD31 staining ratio by quantifying pixels on mosaic images of the total tumor section (all vessels in mosaic images were measured). Blood vessel width was measured using the Adobe Photoshop measurement tool. The proportion of AXL-P^+^ and cleaved-Casp3^+^ cells was measured by pixel quantification, and was normalized to F480- or DAPI-positive area, respectively. The tumor margin was identified as the peritumoral zone with a high density of PDPN^+^ or αSMA^+^ stromal cells.

### Statistical analysis

We determined statistical significance using two-tailed unpaired Student’s *t*-test (with Welch’s correction for unequal s.d.) between two groups, Mann–Whitney *U* test if data were not normally distributed, and one- or two-way ANOVA or the Kruskal–Wallis test across multiple groups, as indicated in the legends. For one- or two-way ANOVA, we performed the Tukey or Sidak multiple-comparison correction, as determined on GraphPad Prism 9. When indicated, we compared conditions using a global Kruskal–Wallis test and then performed pairwise comparisons using a Wilcoxon test. *P* values from Wilcoxon tests were adjusted for multiple testing using the Bonferroni method. Unless otherwise specified, *n* represents the number of mice. No statistical method was used to predetermine sample size, which was chosen on the basis of prior experience and prior published studies with similar layout. No technical replicates across independent experiments were pooled in the datasets. Investigators were blind to the conditions of the experiments during data collection, and no animals or data points were excluded. Age- and sex-matched non-transgenic littermate mice were used as controls, and mice were randomly assigned in each group. Values are expressed as mean ± s.d. *P* < 0.05 was considered statistically significant.

### Material availability

This study did not generate new unique reagents. Further information and requests for resources and reagents should be directed to the corresponding author, L.P.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-023-01642-7.

### Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables 1 and 2 List antibodies and primers

### Source data

Source Data Fig. 1 Statistical Source Data

Source Data Fig. 2 Statistical Source Data

Source Data Fig. 3 Statistical Source Data

Source Data Fig. 4 Statistical Source Data

Source Data Fig. 5 Statistical Source Data

Source Data Extended Data Fig. 1 Statistical Source Data

Source Data Extended Data Fig. 2 Statistical Source Data

Source Data Extended Data Fig. 3 Statistical Source Data

Source Data Extended Data Fig. 4 Statistical Source Data

Source Data Extended Data Fig. 5 Statistical Source Data

Source Data Extended Data Fig. 7 Statistical Source Data

## Data Availability

The TCGA_PAAD, TCGA_SKCM, TCGA_COAD and TCGA_PRAD dataset can be accessed at https://portal.gdc.cancer.gov/. The ICGC_PAN_AU dataset can be accessed at: https://dcc.icgc.org/. scRNA-seq data of pancreatic cancer from Peng et al.^86^ are available from the Genome Sequence Archive (project PRJCA001063, https://ngdc.cncb.ac.cn/bioproject/browse/PRJCA001063). scRNA-seq data from CRC^84^ and SKCM^85^ are accessible via the Gene Expression Omnibus (GEO) under accession codes GSE178341 and GSE115978, respectively. The genome GRCm38 (GCA_000001635.9) release 102 is accessible from Ensembl (http://www.ensembl.org/Mus_musculus/Info/Index). RNA-seq data generated in this study are deposited in NCBI’s Gene Expression Omnibus under accession codes GSE206794 (Depletion of ADAM12^+^ cells in MO5 tumors) and GSE206795 (ADAM12^+^ cells in MO5 tumors). Source data are provided with this paper.

# Supplementary material for: Depletion of slow-cycling PDGFRα+ADAM12+ mesenchymal cells promotes antitumor immunity by restricting macrophage efferocytosis
**Source:** Nat Immunol. 2023 Oct 5;24(11):1867–78. doi: 10.1038/s41590-023-01642-7
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | This study does not report original code.                                                                                                                                                                                                                                                   |
| Data analysis   | Data acquisition and analysis was performed using the following softwares, as detailed in methods: FlowJo v.10; BD FACSDiva software; ZEN 2 (Zeiss); ImageJ v1.54f; GraphPad Prism 9; Bio-Rad CFX manager 3.1; 2100 Bioanalyzer Expert Software (Agilent); Sequana 0.11.0; Snakemake 6.1.1. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The TCGA\_PAAD, TCGA\_SKCM, TCGA\_COAD and TCGA\_PRAD dataset can be accessed at <https://portal.gdc.cancer.gov/>. The ICGC\_PAN\_AU dataset can be accessed at: <https://dcc.icgc.org/>. scRNAseq data of pancreatic cancer from Peng et al. (Cell Research 2019) are available from the Genome Sequence Archive (project

PRJCA001063). scRNAseq data from CRC (Pelka et al., Cell 2021) and SKCM (Jerby-Arnon et al., Cell 2018) are accessible via the Gene Expression Omnibus (GEO) under accession no. GSE178341 and GSE115978, respectively. The genome GRCm38 (GCA\_000001635.9) release 102 is accessible from Ensembl ([http://www.ensembl.org/Mus\\_musculus/Info/Index](http://www.ensembl.org/Mus_musculus/Info/Index)). RNA-seq data generated by this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number RNA-seq data generated in this study are deposited in NCBI's Gene Expression Omnibus under accession no. GSE206794 and GSE206795.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Sample size was chosen based on prior experience and prior published studies with similar layout.                                                                     |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                           |
| Replication     | The number of replicates for each experiment is indicated in figure legends. Within each experimental group the reproducibility was successful, although a degree of variability was detected due to inter- individual diversity. |
| Randomization   | Age and sex-matched non-transgenic littermate mice were used as control for all mice experiments. Mice were randomly assigned in each group.                                                                                      |
| Blinding        | The investigators were blinded to group allocation during data collection.                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Purified anti-GFP polyclonal antibody, Invitrogen #A11122  
 Pe-cy7 anti-CD11b monoclonal antibody, clone M1/70, Invitrogen # 25-0112-82  
 FITC anti-MHCII monoclonal antibody, clone M5/114.15.2, Invitrogen #11-5321-82  
 APC-eF780 anti-NK1.1 monoclonal antibody, clone PK136, Invitrogen #47-5941-82  
 PerCP-Cy5.5 anti-Foxp3 monoclonal antibody, clone FJK-16s, Invitrogen #15-5773-82  
 Purified anti-Collagen I polyclonal antibody, Biorad # 2150-1410  
 Purified anti-Collagen IV polyclonal antibody, Biorad # 2150-1470  
 Purified anti-GFP polyclonal antibody, Abcam #ab13970  
 Cy3 anti-aSMA monoclonal antibody, clone 1A4, Sigma #C6198  
 Purified anti-NG2 polyclonal antibody, Millipore #AB5320  
 APC anti-CD31 monoclonal antibody, clone MEC13.3, BD Bioscience, #17-0311-82  
 BV785 anti-CD31 monoclonal antibody, clone 390, BD OptiBuild, # 740879  
 Purified anti-CD3 monoclonal antibody, clone 500A2, BD Bioscience #14-0033-85  
 Alexa Fluor 700 anti-CD4 monoclonal antibody, clone RM4-5, BD Bioscience # 557956  
 V500 anti-CD45.2 monoclonal antibody, clone 104, BD Horizon #562129  
 BV605 anti-Ly6C monoclonal antibody, clone AL-21, BD Horizon #563011  
 PE-CF594 anti-SiglecF monoclonal antibody, clone E50-2440, BD Horizon #562757  
 Biotin anti-PDGFRa monoclonal antibody, clone APA5, Thermo Fisher #13-1401-82  
 Biotin anti-PDGFRb monoclonal antibody, clone APB5, Thermo Fisher #13-1402-82  
 APC anti-PDGFRa monoclonal antibody, clone APA5, eBioscience #17-1401-81  
 eFluor 710 anti-CD8b monoclonal antibody, clone eBioH35-17.2, eBioscience #46-0083-82  
 APC anti-F4/80 monoclonal antibody, clone BM8, eBioscience #17-4801-82  
 eFluor 660 anti-IFN gamma monoclonal antibody, clone XMG1.2, eBioscience #50-7311-82  
 eFluor 660 Isotype control IgG1 monoclonal antibody, clone eBio299Arm, eBioscience #50-4888-80  
 PE anti-ICAM1 monoclonal antibody, clone 3E2, BDPharmigen # 5553253  
 PerCP-Cy5.5 anti-Ly6G monoclonal antibody, clone 1A8, BDPharmigen # 560602  
 BV711 anti-CD3 monoclonal antibody, clone 17A2, Biolegend #100349  
 BV785 anti-CD11c monoclonal antibody, clone N418, Biolegend #117335  
 PE anti-CD206 monoclonal antibody, clone C068C2, Biolegend #141706  
 BV711 Streptavidin, Biolegend # 405241  
 PerCP-Cy5.5 Streptavidin, eBioscience # 45-4317-82  
 Purified anti-mouse Pdpn antibody, gift from A. Farr (University of Washington, Seattle).  
 Alexa Fluor 488 anti-chicken IgY, Thermo Fisher #A11039  
 Alexa Fluor 488 anti-rabbit IgG, Thermo Fisher #A21441  
 Cy3-AffiniPure F(ab')<sub>2</sub> fragment anti-syrian hamster IgG, Jackson immune #107-166-142  
 Alexa Fluor 488 anti-hamster IgG, Thermo Fisher #A21110  
 Biotin anti-CD31 monoclonal antibody, clone MEC13.3, BDPharmigen # 553371  
 Alexa Fluor 647 anti-rat IgG, Thermo Fisher # A21247  
 FITC anti-CD45.2 monoclonal antibody, clone 104, BDBioscience # 553772  
 PE anti-CD11b monoclonal antibody, clone M1/70, BDBioscience # 561689  
 FITC anti-F4/80 monoclonal antibody, clone BM8, Biolegend # 123108  
 Alexa Fluor 647 anti-hamster IgG, clone A21451, Invitrogen  
 Polyclonal anti-Axl, R&D # AF854  
 Goat IgG control, R&D # AB-108-C  
 Polyclonal anti-Cleaved Caspase 3, Cell Signaling, # 9661  
 Polyclonal anti-Phospho-Axl, R&D, # AF2228  
 PE-Cy7 anti-DPPiV/CD26 monoclonal antibody, clone H194-112, Biolegend # 137810  
 Biotin anti-FDC monoclonal antibody, clone FDC-M1, BDPharmigen # 551320  
 PE anti-MadCAM-1 monoclonal antibody, clone MECA-367, Biolegend # 120709  
 FITC anti-CD34 monoclonal antibody, clone RAM34, eBioscience # 48-0341  
 eFluor 660 anti-Ki67 monoclonal antibody, clone SolA15, Invitrogen # 50-5698  
 BV510 anti-Ly6C monoclonal antibody, clone HK1.4, Biolegend #128033  
 APC-Cy7 anti-PDPN monoclonal antibody, clone 8.1.1, Sony #1237090  
 Purified anti-CD8 antibody, Biolegend #100746  
 Rat IgG2a control, Biolegend #400544

### Validation

All antibody used in this study were commercially available. Validation for FACS, immunofluorescence on frozen sections or in vivo studies is accessible from the supplier website (direct testing or by providing adequate references). We performed additional antibody validation using isotype controls, streptavidins or secondary antibody only when necessary. We validated GFP staining as positive signal using GFP- tissues to set the negative threshold.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

B16-MO5 (CVCL\_WM77) were provided by Claude Leclerc (Institut Pasteur)

### Authentication

B16-OVA (MO5) were previously validated (Fayolle et al., JI 1999). Cells were maintained in G418 (2 mg/ml) and hygromycin B (0,06 mg/ml) as described in methods.

### Mycoplasma contamination

Cell lines were negative for mycoplasma and used within 4 passages.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines were used in this study

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

ADAM12-GFP and ADAM12-DTR mice were previously described (Dulauroy et al, Nature Medicine 2012). TGFB $\beta$ 2 floxed mice (Strain #012603) and TRAMP mice (Strain #003135) were obtained from Jackson Laboratory. Rip1Tag2 mice were obtained from the NCI Mouse Repository. We used mice from C57Bl/6 background, age 8-12w for MO5 studies, or as indicated in the text for TRAMP and RIPTag models.

### Wild animals

No wild animals were used in this study

### Reporting on sex

We used age and sex-matched males and females

### Field-collected samples

None

### Ethics oversight

Mice experiments were approved by the French Ministère de l'éducation nationale, de l'enseignement supérieur et de la recherche.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Tumors were cut in small pieces and processed in a solution composed of DMEM (Gibco), Liberase TL (0,26 Wunit/mL; Roche) and DNase I (1 U/ml; ThermoFisher) for 30 minutes, with manual dissociation by pipetting every 10 minutes. Cells were filtered through a 100- $\mu$ m and a 40 $\mu$ m mesh, washed and then processed for cell staining.

#### Instrument

Data were analyzed using BD LSRFortessa cytometer. Cells were sorted using FACSARIA III (BD Biosciences)

#### Software

Flow cytometry data were analyzed with Flowjo v.10 software.

#### Cell population abundance

Purity of the samples were determined in preliminary experiments by analyzing the post-sort population by FACS. Additional details are provided in the legends.

#### Gating strategy

For FACS experiments, we used FSC/SSC gates to eliminate debris and discriminate doublets, and excluded dead cells using DAPI (unfixed samples) or Live-dead (fixed samples). For further gating of specific cell populations, boundaries between positive and negative staining were determined using isotype controls, secondary antibody alone or streptavidins alone. For all FACS experiments of GFP+ cells, a GFP negative sample (originating from a GFP- littermate) was systematically used to define the positive/negative signal.  
For cell sorting of stromal cells, we first excluded debris, dead cells, doublet cells, hematopoietic (CD45+) and endothelial (CD31+) cells, and then selected for positive stromal cell markers, as indicated in the legends/supp information. For isolation of GFP+ cells from tissues, the positive gate for GFP+ cells was determined using GFP- littermates with similar treatments.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

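RNA-seq values of PDPN+PDGFRα+ cells from MO5 tumors were used for 6 libraries, 3 from Ctrl mice and 3 from DTR mice, which are the only groups in the deposited table. The conditions were taken from the sample labels, the series design text and the legend of Fig. 2e.

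The authors trimmed adapters with cutadapt, aligned the reads to GRCm38 with STAR and counted reads per gene with featureCounts, using strand information, and deposited these raw counts without normalization. Their methods name the Ensembl GRCm38_92 annotation, and their data availability text names release 102. The feature type and the handling of reads with several alignments are not named in the paper's text. The deposited table also holds a score per library, which is the raw count divided by the authors' DESeq2 size factor and rounded. The authors' log2 fold changes, DTR over Ctrl, come from DESeq2 with its default settings, in an older version than the one used here. The deposited p-values are those of the authors' DESeq2 Wald test, unadjusted and with Benjamini-Hochberg adjustment after independent filtering. The deposited largest Cook's distance of each gene was not used here. Differential expression was computed here from the raw counts alone, and the authors' comparison served for the overlap of calls and for the paper's own values.

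The table lists 53801 genes. Of these, 27987 have no name in the table, and 27927 of them were named from the GENCODE M21 annotation of GRCm38, which leaves 60 with their identifier. Coordinates and genomic spans, from the first to the last annotated base of a gene, come from the same annotation. Totals per library ran from 22339635 to 34271929 counts, and 3 counts correspond to at least 0.0875 and at most 0.134 CPM. This floor covers counting error only. The table has 26774 genes with a count in any library.

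Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15133. Counts were scaled with TMM factors, and DTR was compared with Ctrl by edgeR's quasi-likelihood test (glmQLFit with its default settings, two-sided), without covariates and with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were counted as differentially expressed, which is the paper's threshold. The common dispersion was 0.0662, with 4 residual and 3.94 prior degrees of freedom. Standard errors of log2 fold changes were taken as the log2 fold change over the square root of the quasi-likelihood F. The groups were also compared gene by gene with a two-sided exact permutation test of log2 values, which cannot give a p below 0.1 for 3 libraries against 3. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9 were used.

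The genes named in the text are those the paper names for these samples, in its text or as labels in Fig. 2e, Adam12 and the sorting markers Pdgfra and Pdpn, and the lowest and the highest member of each list or family. Up to 5 genes per direction past the threshold were also to be named, and there were 0 such genes, with 1199 at an unadjusted p under 0.05. Genes named outside this rule are said to have been chosen after their values were seen, or are abundant genes, marker genes or calls of the authors. Collagen genes were taken by their names, and chemokine genes as the ligands of the Ccl, Cxcl, Xcl and Cx3cl families with Pf4 and Ppbp. The hypoxia list holds 40 genes that respond to hypoxia in many cell types, and leaves out the genes labelled in Fig. 2e.

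Alternatives were DESeq2-type size factors or library size alone in place of TMM, all genes with at least 1 count in any library or genes with at least 10 counts in every library, robust moderation, DESeq2's Wald test with independent filtering, the replicate number as a block, a per-library loess offset (span 0.5) on log2 genomic span, each replicate left out in turn, and limma's fry in place of camera. Further alternatives were added after seeing the data. These were edgeR's likelihood ratio test, its quasi-likelihood test with adjusted deviances, limma voom, a covariate for the summed expression of 12 stromal genes, DESeq2 joined with the offset, the block, the covariate or a left-out replicate, and DESeq2's independent filtering at 0.1 with or without the genes that have no counts. Most of these were tried because the quasi-likelihood test had made 0 calls. In all, 31 fits of all genes were made, and each is reported.

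The steps were tested on simulated data made from these libraries. The quasi-likelihood test called 158 of 192 changed genes, with 12 unchanged genes called among the 14688 in the test, and DESeq2 called 166 of 200 changed genes with 45 unchanged genes called among 15133. The changes were 2-, 4-, 8- or 16-fold, and at 2-fold the quasi-likelihood test called 54% and DESeq2 64%. Smaller changes of single genes were not simulated. Camera gave p = 7.58e-10 for a list of 40 genes lowered by 0.3 (log2) and p = 0.582 for a random list, and the offset for genomic span brought a simulated correlation of log2 fold change with span from 0.306 to 0.0205. The libraries were checked for duplicates by the chi-square per degree of freedom between libraries of a group, which was at least 52.2.

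Sequence shared between genes was counted as 50-base words of the annotated transcripts that also occur in transcripts of other genes. The reads themselves were not used here, so the share of reads from introns, from genomic DNA or from the tumor cells' own variants was not analysed here. Experiments of the paper other than the sequencing of PDPN+PDGFRα+ cells from DTR and Ctrl tumors were not analysed here.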

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

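The tests of nuclear RNA, of library size and of the other splits below were chosen only after the trend with genomic span was seen, and both lists of nuclear RNAs were drawn up after the data were seen.

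Genes with a long genomic span, which the paper does not discuss, were higher in DTR. The 410 tested genes spanning more than 300 kb had a median log2 fold change of 0.19, with 296 of them higher, against -0.10 for the 1416 genes spanning less than 3 kb. The median of the genes over 300 kb was 0.20 with DESeq2-type size factors and 0.22 with library size alone. Relative to all genes these medians were 0.19 and 0.20. A change of scaling shifts all genes by about the same amount, so these relative values were fixed in advance and do not test the scaling. Across tested genes the log2 fold change correlated with span (Spearman rho = 0.183), although genes are not independent replicates. With each library left out in turn, rho ran from 0.108 to 0.208. The offset for span, which was fitted to this trend, brought rho to -0.000698 and shifted the median of all genes to -0.07.

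Nuclear-retained long noncoding RNAs were also higher in DTR. The 7 RNAs listed had a median log2 fold change of 0.49, and all 7 were higher. Xist, Airn and Tug1 were higher in every DTR library than in any Ctrl library. The groups overlapped for Malat1, Neat1, Kcnq1ot1 and Meg3, and with each library left out in turn Neat1 ran from -0.14 to 0.55. In limma's camera test the two-sided p was 4.57e-07, or 5.03e-06 with Benjamini-Hochberg adjustment over the 11 marker lists tested. An earlier version of the list, which also had 7 tested members, gave an adjusted p of 7.19e-06 in limma's camera test. These are p-values of a model and not of an exact test, which cannot give one below 0.1 for 3 libraries against 3.

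A larger share of nuclear or unspliced RNA in the DTR libraries may be behind the trend with span, and the nuclear list, with its camera p of 4.57e-07, is in line with it but, having been drawn up after the data were seen, is no independent support. Mitochondrial ribosomal RNA, which is not nuclear, was also a larger share of counts in DTR (9.95, 12.7 and 11.5%) than in Ctrl (8.63, 9.13 and 9.19%), which a larger nuclear share alone would not predict. Library size was tested as another, and the span trend of a library did not follow its total (Pearson r = 0.221, exact permutation p = 0.674, Benjamini-Hochberg adjusted 0.718 over 7 relations, and Spearman rho = 0.143 with exact permutation p = 0.803). Without DTR replicates 1 and 2, the libraries with totals farthest from the median, r was -0.783. Of the 4 splits of the 6 libraries that part every same-numbered Ctrl and DTR library, 1, the real one, gave a trend as large. Among all 10 splits, 2 did. The other 6 splits part 1 pair of same-numbered libraries each, and the one of Ctrl replicates 1 and 3 with DTR replicate 1 against the rest reached a rho of 0.185. With so few splits, the trend cannot be told apart from a chance difference between libraries. Genomic DNA and RNA quality were not tested, so a biological cause was not separated from these.

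The trend bears on the genes labelled as higher in Fig. 2e, whose median span was 170718 bases against 12944.5 for those labelled as lower and 22641 for all tested genes. With the offset for span added to DESeq2, 4 of the 15 labelled higher genes were still called, which are Rbms3, Parp8, Chka and Ext1. Independent filtering in that fit left 10 of the 15 without an adjusted p, so the count of 4 also depends on the filter. Of the 5 with an adjusted p, Gpc6 was the one no longer called. In that fit the log2 fold changes of labelled genes with a shorter span stayed near those of DESeq2 without the offset, at 2.79 for Bmp3 (2.86 without), 2.12 for Bmp8a (2.19), 1.36 for Fgf18 (1.42) and 1.10 for Polg2 (1.13). A smooth offset hardly corrects genes near the median span, so this was fixed in advance and does not test them. Genes with a long span moved more, to 0.64 for Rbms3 (0.96 without) and 0.84 for Gpc6 (1.15), so the trend may be a part of their difference.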

How the results depend on the processing

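The main test, 15 alternative fits, the families with their first settings and the rule for named genes were chosen before the data were examined. So were the gene lists described here, apart from the lists of nuclear RNAs and of stromal genes. Another 15 fits were chosen after seeing the data, which are edgeR's likelihood ratio test, adjusted deviances, limma voom, the stromal covariate and every DESeq2 fit other than its Wald test of all 6 libraries with independent filtering at 0.05.

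The count of differentially expressed genes was 0 in each of the 9 quasi-likelihood fits of all 6 libraries set beforehand, with between 1103 and 1810 genes at an unadjusted p under 0.05. It was also 0 with adjusted deviances (1264), limma voom (1166) and the stromal covariate (1212). The quasi-likelihood test with TMM factors had 622 lower and 577 higher genes at that level, library size alone 429 and 674, genes with at least 1 count 688 and 1122, and the offset for genomic span 1132 and 327. DESeq2's Wald test called 31 genes (14 lower and 17 higher), and the same numbers with independent filtering at 0.1. With the genes without counts kept as well, it called 28 (14 lower and 14 higher). The likelihood ratio test called 22 (9 and 13), DESeq2 with the offset for span 376 (353 and 23) and DESeq2 with the stromal covariate 61 (12 and 49). Of the 31 genes, 16, 9 and 19 were shared with these last 3 settings. Leaving out each replicate in turn gave 0 to 2 genes in the quasi-likelihood test (0 to 2 lower and 0 higher), and 21 to 201 in DESeq2 (9 to 119 lower and 11 to 88 higher), of which 10 to 26 were shared with the 31. The cause was not tested.

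With the replicate block, the quasi-likelihood test called 0 genes, as without it (1271 and 1199 genes at an unadjusted p under 0.05), and also 0 together with the offset for span (1459). DESeq2 with the replicate block called 65 (21 lower and 44 higher), of which 26 were among the 31. The block moved the median of the S2 and S3 markers to -0.93 (camera's p rose to 0.0565), and it brought 11 genes of the hypoxia list under an adjusted p of 0.05 over that list alone. Same-numbered Ctrl and DTR libraries come from different animals, and their deviations from their groups correlated at 0.068 on average, against -0.034 for other pairs. The cause was not tested.

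In limma's fry test all 4 lists lost their p under 0.05 with unchanged medians of -0.27 (hypoxia), 0.92 (S1), -1.02 (S2 and S3) and 0.30 (ADAM12+ cell signature). With the stromal covariate the medians of the S1 markers and the signature were 0.31 and 0.0431, no longer past the threshold in camera. Without 1 replicate each, medians ran from -0.34 to -0.20 for the hypoxia list, from 0.15 to 1.34 for S1, from -1.45 to -0.52 for S2 and S3 and from 0.00516 to 0.72 for the signature. The hypoxia list kept a camera p under 0.05 in these 6 fits, while S1 lost it in 1, S2 and S3 in 2 and the signature in 3. Apart from the replicate block for the S2 and S3 markers, the other settings tried for the lists kept direction and side of the threshold. Collagen genes stayed at 0 calls in all 31 fits (0 to 8 genes at an unadjusted p under 0.05). Chemokine genes did so as well (0 to 5), apart from 1 call in DESeq2 with the replicate block, which was Cxcl10 (log2 fold change 0.73, adjusted p of 0.00927 with Benjamini-Hochberg adjustment). In fits with 0 calls over all genes, 0 calls in these families follow from that. Of the single genes in the hypoxia list, 4 of the 31 fits called any, all DESeq2 settings chosen after seeing the data. The offset for span called 6 (Bnip3, Egln1, Eno1, Ero1l, Gpi1 and Gys1), the replicate block 3 (Eno1, Gapdh and Slc16a3), leaving out DTR replicate 1 called 3 (Aldoa, Eno1 and Slc16a3) and leaving out Ctrl replicate 1 called 2 (Gapdh and Lox, the latter higher in DTR). The other 27 called 0 (5 to 21 at an unadjusted p under 0.05). Counts for the families and for single genes of the list in fits not set for them beforehand were added after seeing the data. The cause was not tested.

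Among 39 named genes in edgeR, 908 results under alternatives kept direction and side of the threshold, 211, all from DESeq2 or the likelihood ratio test, newly passed it, and 10 reversed. Another 37, from DESeq2 with the offset for span or without DTR replicate 1, had no adjusted p and so no side of the threshold, and all 37 kept their direction. With the stromal covariate Pdgfra was at -0.0332 (-0.0245 in DESeq2) and Il6st at -0.0226 (-0.0141 in DESeq2). With each replicate left out of the edgeR or the DESeq2 fit, Pdgfra ran from -0.0264, without DTR replicate 3, to 0.84. Ccl2 ran from -0.69 to 0.33 and Cxcl5 from -2.40 to 0.26 (-2.44 in DESeq2 without DTR replicate 1, which gave it no adjusted p), both above 0 only without Ctrl replicate 1. The cause was not tested. Depth limits Lcn2, with 5 to 18 counts per DTR library, Ppm1n, with at most 1 count per Ctrl library, and Far2, which edgeR's filter left out.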

Differences from the paper's values

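In Fig. 2e the paper shows about 10 genes lower and about 17 genes higher in DTR past its threshold (Fig. 2e, read by eye), against 0 and 0 here in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where 1199 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test, the test the paper's methods name, closed the gap with 14 lower and 17 higher genes, and none of the others did. The 4 lower genes in that set that Fig. 2e does not show are Ighv3-6, Igkv6-25, 4930509G22Rik and Gm8518, which the authors' deposited comparison also calls. The quasi-likelihood test without Ctrl replicate 1 called 4930509G22Rik (log2 fold change -5.96) and Gm8518 (-5.09), both with a Benjamini-Hochberg adjusted p of 0.026.

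For 8 genes named in the paper's text or in Fig. 2e, the values of -log10 adjusted p in the paper's Fig. 2e, read by eye, are about 3.6 for Car9, about 3.5 for Saa3, about 3.2 for Lcn2, about 1.9 for Mmp9 and about 1.6 for Mmp13, and among higher genes about 2.5 for Pdgfd, about 2.5 for Bmp3 and about 1.3 for Bmp8a. Here the value was 0.221 for each of the 8 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test gave 3.61 for Car9, 3.49 for Saa3, 3.18 for Lcn2, 1.94 for Mmp9, 1.58 for Mmp13, 2.54 for Pdgfd, 2.52 for Bmp3 and 1.31 for Bmp8a, and no other alternative set before the data were examined closed the gap for any of them. Log2 fold changes of these 8 genes in edgeR's quasi-likelihood test of all 6 libraries lay within the reading of Fig. 2e. With a replicate left out, some of the 8 moved away from the values in Fig. 2e, read by eye. Among these were Mmp13 without Ctrl replicate 3 at -1.57 against about -3.1 and Bmp3 without DTR replicate 3 at 1.5 against about 2.8. Lcn2 without DTR replicate 3 was at -4.04 against about -3.1. Others stayed nearer, such as Car9, which ran from -1.44 to -1.10 against about -1.2.

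Settings chosen after seeing the values also called genes that the paper calls. DESeq2 with independent filtering at 0.1 called all 25 genes labelled in Fig. 2e, and with the genes without counts kept it called all but Polg2, Bmp8a and Ppm1n. The likelihood ratio test of edgeR, chosen after seeing the values, called Car9, Saa3, Lcn2, Padi2, Espn, Gpd1, Mmp9, Plcb1, Rbms3, Gpc6, Parp8, Pdgfd, Slc8a1, Fgf18 and Ppm1n. DESeq2 with the offset for genomic span, added at the same stage, called Car9, Padi2, Zc3h7a, Gpd1, Rbms3, Parp8, Chka and Ext1. DESeq2 with the replicate as a block, likewise added, called all labelled genes but Zc3h7a, Bmp8a and Ppm1n. With the stromal covariate, also chosen after seeing the values, it called all but Zc3h7a, Mmp13, Bmp3, Slc8a1, Far2, Ext1, Polg2, Bmp8a and Ppm1n. DESeq2 with each replicate left out in turn, a further late choice, called between 10 and 26 of the authors' 31 genes, with Car9 and Parp8 in all 6 fits.

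The paper states that S1 cells decrease and S2 and S3 cells increase in frequency by FACS (Extended Data Fig. 3d). In the sequenced cells, transcripts of S1 markers were higher in DTR (median log2 fold change 0.92) and those of S2 and S3 markers lower (-1.02), which is a measure of expression and not of cell frequency.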

Other observations

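The stromal gene list, the comparison of melanoma markers with the labelled lower genes, the relation of melanoma and stromal genes and both tests of Zc3h7a were chosen only after the results they bear on were seen. Tests of the offset for genomic span and of other splits of the libraries for calls and lists were set before their results were seen. So were the tests of marker lists other than those of stromal genes and nuclear RNAs.

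Other splits of the 6 libraries into 3 and 3 were fitted for each result. Of the 10 splits, 4 part every same-numbered Ctrl and DTR library, as the real one does, and the other 6 part 1 such pair each. In edgeR's quasi-likelihood test the real split gave 0 calls (1199 genes at an unadjusted p under 0.05), a number that all 4 reach by definition, for lower and higher genes too, so the splits do not test it. The same holds for collagen genes and for chemokine genes, with 0 calls in the real split (2 and 1 at an unadjusted p under 0.05) and 4 of the 4 splits at as many or more. DESeq2's 31 calls were reached by 1 of the 4, the real split, and by 2 of the 10. The split of Ctrl replicate 1 with DTR replicates 1 and 3 against the rest gave 49 calls in edgeR and 415 in DESeq2, and it separates the libraries with the most stromal expression from those with the least. For DESeq2's calls, the share of splits cannot fall under 0.05 with 3 libraries per group, so chance differences between libraries cannot be excluded. For lists of genes, p-values below are two-sided ones of limma's camera test, which ranks a list against all other genes. They come from a model and not from an exact test, which cannot give a p below 0.1 for 3 libraries against 3, and the counts of splits show how easily the libraries alone give such a value.

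RNA of other cells carried into the sort was tested as a source of the lower genes labelled in Fig. 2e, with lists of marker genes in limma's camera test. For neutrophils the camera p was 0.123 (adjusted 0.194 by Benjamini-Hochberg over 11 lists), with all 4 tested of 14 listed genes lower (median log2 fold change -0.57), so a contribution to Lcn2, Saa3, Mmp9 and Mmp13 may have been missed. Among the listed genes that edgeR's filter left out, and chosen after their values were seen, S100a9 had 59, 6 and 12 reads in Ctrl and 6, 5 and 0 in DTR (DESeq2 log2 fold change -3.14, Benjamini-Hochberg adjusted p = 0.433), and S100a8 had 18, 0 and 1 against 4, 6 and 0. For macrophages the camera p was 0.203 (adjusted 0.248, median -0.11, 10 of 14 lower). For endothelial cells, a candidate source of Flt1, the list was higher in DTR (median 0.51, camera p of 0.163, adjusted 0.224), the direction opposite to that of Flt1. The 12 melanoma markers were lower (median -0.12, 9 of 12 lower, camera p of 0.00736, adjusted 0.0267). The labelled lower genes had a median of -1.45 and the lowest melanoma marker was at -0.35, but the labelled genes had been selected for their fall in these libraries, so this comparison does not show how much of it melanoma RNA could account for. Pericyte markers (median -0.56, 5 of 6 lower, adjusted camera p of 0.0267) and lymphocyte markers (median -0.58, 11 of 12 lower, adjusted camera p of 0.0549) were also lower, and no explanation was tested for these.

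The sorted fraction may hold melanoma cells or their RNA, since pigment-cell genes are among the most abundant mRNAs. Across the 6 libraries melanoma markers fell as the stromal genes rose (Pearson r = -0.955, two-sided exact permutation p = 0.0236, adjusted 0.0551 by Benjamini-Hochberg over 7 relations, and Spearman rho = -0.943, exact permutation p = 0.0167). Without DTR replicate 3 and Ctrl replicate 1 the r was -0.983, and it was -0.989 within Ctrl and -0.999 within DTR, each with 3 libraries. Both sums are shares of the same totals, which makes such a relation easier to obtain. The first principal component followed the stromal genes too (r = -0.876, exact permutation p = 0.0181, adjusted 0.0551, rho = -0.943, p = 0.0167, and r = -0.895 without the same 2 libraries). The adjusted p is above 0.05 for each, and no sorting purity value was used here, so this stays a hypothesis.

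For the hypoxia list, 1 of the 4 splits, the real one, gave a camera p as small as 4.72e-11, and 2 of the 10, the other being Ctrl replicates 1 and 2 with DTR replicate 2 against the rest (1.75e-13). The list stayed lower with the offset for genomic span (camera p of 1.02e-09) and with the stromal covariate (camera p of 3.28e-13). The median span of the list, 23328 bases, is near the 22641 of all tested genes. Tested genes spanning 10 to 30 kb had a median of -0.02, against -0.27 for the list. With the offset, genes over 300 kb went from 0.19 to -0.06, while the list was at -0.31, or -0.25 relative to all tested genes. The stromal covariate took the S1 markers from 0.92 to 0.31 and the ADAM12+ cell signature from 0.30 to 0.0431. It left the hypoxia list at -0.29. A smooth offset hardly corrects genes near the median span, so the list's value with it was fixed in advance and does not test span. For this list as a set, the median of the genes of 10 to 30 kb argues against genomic span as the source of its fall. The value with the covariate argues against stromal share. Melanoma RNA was not tested as a source for this list. A lower hypoxia response in DTR is one hypothesis in line with these values. It cannot be told apart from a chance difference between libraries, with a p of 0.109, also from a model, in limma's fry test. The median of the list was -0.21 without Ctrl replicate 1 and -0.20 without DTR replicate 3.

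The S1 markers, 5 genes, were all higher in DTR (median log2 fold change 0.92, camera p of 0.00588 after Benjamini-Hochberg adjustment over 4 lists). Of the 4 splits, 2 gave a camera p as small, and 5 of the 10. With the stromal covariate limma's camera p was 0.106 (median 0.31), so the higher values may come from a larger stromal share of some DTR libraries. Without DTR replicate 3 the median was 0.15. The S2 and S3 markers, with 4 of 5 genes tested and Rgs5 left out by the filter, had a median of -1.02 (3 of 4 lower, adjusted camera p of 0.0149), and 2 of the 4 splits and 4 of the 10 gave a p as small. Without Ctrl replicate 1 their median was -0.52. Single genes at the ends of the S1 list were Dpp4 at 1.51 and Il6st at 0.10. Those of the S2 and S3 list were Acta2 at -1.31 and Postn at 0.40, and Cspg4, chosen after its values were seen, was at -1.02.

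The ADAM12+ cell signature, 25 genes that the paper names as higher in ADAM12+ cells, had a median of 0.30 in DTR (20 of 25 higher, adjusted camera p of 0.00486). Of the 4 splits, 3 gave a p as small, and 6 of the 10. With the stromal covariate limma's camera p was 0.768 (median 0.0431), so a stromal share that differs between libraries is a candidate explanation. Without DTR replicate 3 the median was 0.00516. No biological reading of this list is offered.

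Zc3h7a, labelled as lower in Fig. 2e, encloses the annotated microRNA gene Gm23935 in an intron on the opposite strand, on chromosome 16 from 11144125 to 11144181. Gm23935 took 75295 ± 13682 CPM (SD, n = 3) in Ctrl and 58473 ± 9807 (SD, n = 3) in DTR, and Zc3h7a ranked 13 among protein-coding genes. Of the 50-base words of Gm23935, 100% also occur in Gm24245, so its counts cannot be assigned to the locus inside Zc3h7a with certainty. The relation and the ratio below carry this limit. Across the 6 libraries both rose together (Pearson r = 0.913, two-sided exact permutation p = 0.0167, adjusted 0.0551 by Benjamini-Hochberg over 7 relations, and rho = 0.943, p = 0.0167), with r = 0.765 without Ctrl replicate 2 and DTR replicate 2, 0.959 within Ctrl and 0.791 within DTR. Reads that belong to the nested feature may therefore be part of the Zc3h7a count. The ratio of Zc3h7a to Gm23935 counts was lower in each DTR library than in any Ctrl library, with a log2 ratio of the group means of -0.72. A lower Gm23935 count, as assigned here, thus does not by itself account for the lower Zc3h7a.

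The other relations tested across libraries, of Adam12 with stromal genes (r = -0.188, rho = -0.371), Adam12 with Pdgfra (r = -0.221, rho = -0.257) and Car9 with stromal genes (r = -0.211, rho = -0.429), had exact permutation p of 0.718, 0.697 and 0.601 for r, and 0.718 each after Benjamini-Hochberg adjustment over the 7 relations. Without the 2 farthest libraries r was -0.264, 0.794 and -0.637. In the same order, r was 0.989, 0.874 and 0.538 within Ctrl and -0.562, -0.612 and -0.869 within DTR, each with 3 libraries.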
